# Single-cell ATAC and RNA sequencing reveal pre-existing and persistent cells associated with prostate cancer relapse

**DOI:** 10.1038/s41467-021-25624-1

**Published:** 2021-09-06

**Authors:** S. Taavitsainen, N. Engedal, S. Cao, F. Handle, A. Erickson, S. Prekovic, D. Wetterskog, T. Tolonen, E. M. Vuorinen, A. Kiviaho, R. Nätkin, T. Häkkinen, W. Devlies, S. Henttinen, R. Kaarijärvi, M. Lahnalampi, H. Kaljunen, K. Nowakowska, H. Syvälä, M. Bläuer, P. Cremaschi, F. Claessens, T. Visakorpi, T. L. J. Tammela, T. Murtola, K. J. Granberg, A. D. Lamb, K. Ketola, I. G. Mills, G. Attard, W. Wang, M. Nykter, A. Urbanucci

**Keywords:** Prostate cancer, Data integration, Prostate cancer

## Abstract

Prostate cancer is heterogeneous and patients would benefit from methods that stratify those who are likely to respond to systemic therapy. Here, we employ single-cell assays for transposase-accessible chromatin (ATAC) and RNA sequencing in models of early treatment response and resistance to enzalutamide. In doing so, we identify pre-existing and treatment-persistent cell subpopulations that possess regenerative potential when subjected to treatment. We find distinct chromatin landscapes associated with enzalutamide treatment and resistance that are linked to alternative transcriptional programs. Transcriptional profiles characteristic of persistent cells are able to stratify the treatment response of patients. Ultimately, we show that defining changes in chromatin and gene expression in single-cell populations from pre-clinical models can reveal as yet unrecognized molecular predictors of treatment response. This suggests that the application of single-cell methods with high analytical resolution in pre-clinical models may powerfully inform clinical decision-making.

## Abstract (web summary)

Identifying the molecular mechanisms of response to systemic therapy in prostate cancer remains crucial. Here, the authors apply single cell-ATAC and RNAseq to models of early treatment response and resistance to enzalutamide and identify chromatin and gene expression patterns that can predict treatment response.

## Introduction

Prostate cancer (PC) relies on androgen-receptor (AR) signaling for development and progression. Progression on androgen-deprivation therapy (ADT) or AR signaling inhibitors (ARSIs), such as the second-generation AR antagonist enzalutamide (ENZ), leads to castration-resistant (CRPC) or treatment-induced neuroendocrine prostate cancer (NEPC)^1^. The most frequently characterized mechanisms of PC or CRPC resistance to ARSIs, ADT, or both revolve around the restoration of AR signaling via AR overexpression or AR mutations^2–5^.

PC is profoundly heterogeneous^6–9^ and patients would benefit from methods that differentiate between clinically mild and more aggressive forms of the disease. Although evidence of clonal expansion has been shown^6^, most studies to date have characterized genetic mutations^10–12^ that do not make allowance for tissue complexity or the biological basis for the emergence of treatment resistance. Furthermore, nongenetic changes in transcriptomics, chromatin structure, and DNA accessibility of transcription factor (TF)-binding motifs are more frequent but less understood in PC drug resistance^2–5^. DNA accessibility is the first layer of gene regulation and transcriptomic changes are now being used to identify molecular predictors of cancer-treatment response^13^. However, most RNA sequencing data are obtained from the bulk of the tumors and therefore cannot account for PC heterogeneity. This is because the transcriptome is the result of several biological processes contributing to differential gene regulation and such processes are not necessarily synchronized in all cells within the tumor bulk^14,15^. The development of single-cell sequencing technologies has enabled a more detailed examination of genomic features in treatment-resistant cancers, but the associated analytical methods are just beginning to reveal their potential.

In this work, we analyze the emergence of resistance in the epithelial-derived component of prostate tumors in ENZ-exposed and -resistant PC cell lines at a single-cell level to explore how heterogeneous PCs respond to ARSIs. Through enrichment analysis of transcriptional signals from molecular gene classifiers derived in this study, we show evidence of treatment-persistent and pre-existing PC cells that can predict treatment response in both primary and advanced patients.

## Results

### Chromatin reprogramming underpins enzalutamide resistance

To study the molecular consequences of AR signaling suppression and drug-resistance dynamics in PC, we utilized LNCaP parental cell lines, LNCaP-derived ENZ-resistant cell lines RES-A and RES-B generated via long-term exposure to AR-targeting agents^16^ (see “**Methods**”), and other independently generated LNCaP- and VCaP-derived models (Fig. 1a, Supplementary Table 1). We hypothesized that chromatin structure would undergo reshaping in ENZ-resistant cells and lead to modification of the transcriptome^17,18^.

**Fig. 1:**
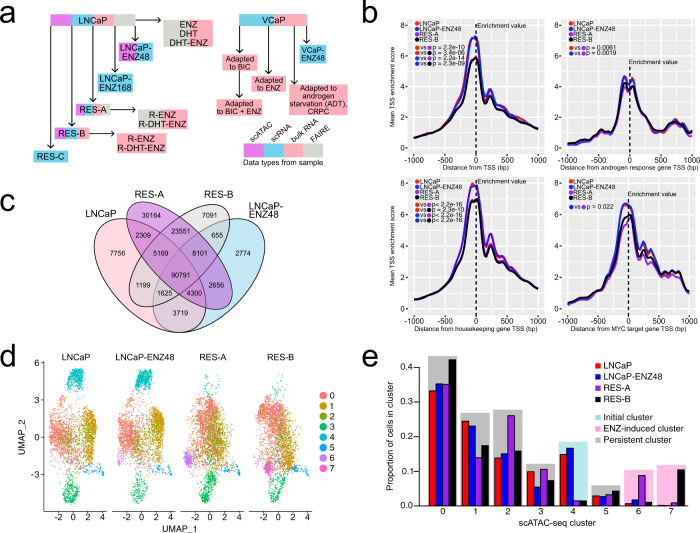
Chromatin reprogramming in enzalutamide resistance. **a** Overview of the cell-line models, assays, and treatments included in the study. Boxes with sample names are colored according to the data types generated from the sample (single-cell (sc) assay for transposase-accessible chromatin (ATAC)-, scRNA-, bulk RNA- and/or formaldehyde-assisted isolation of regulatory element (FAIRE) sequencing). **b** Smoothed line plots of LNCaP parental, LNCaP–ENZ48, RES-A, and RES-B scATAC-seq enrichment scores in a 2-kb window around the transcription-start sites (TSS) of 5000 randomly selected genes, housekeeping genes, androgen response genes (MSigDB), and MYC target genes (MSigDB). Enrichment scores at each TSS (position 0 in the plot marked with a black dashed line) were used as the enrichment values and compared between pairs of samples. Sample comparisons are indicated using colored dots and the two-sided Wilcoxon rank-sum *p*-values are shown within the plots. **c** Venn diagram of shared and unique chromatin regions in LNCaP parental, LNCaP-ENZ48, RES-A, and RES-B based on a bulk analysis of scATAC-seq. **d** Uniform manifold approximation and projection (UMAP) scATAC-seq clustering visualization of LNCaP parental, LNCaP–ENZ48, RES-A, and RES-B. **e** Proportions of cells in the scATAC-seq clusters. Clusters are colored according to cluster type: initial (most prevalent in LNCaP parental and LNCaP–ENZ48), ENZ-induced (most prevalent in RES-A or RES-B), or persistent (present at similar proportions in all samples). ENZ = enzalutamide, DHT = dihydrotestosterone, BIC = bicalutamide, CRPC = castration-resistant prostate cancer. See also Supplementary Fig. 1.

To determine the contribution of chromatin structure to ENZ resistance, we performed single-cell (sc) assays for transposase-accessible chromatin and sequencing (scATAC-seq) on four samples: (1) LNCaP parental cells (LNCaP), (2) LNCaP exposed to short-term (48 h) ENZ (10 μM) treatment (LNCaP–ENZ48), (3) RES-A, and (4) RES-B (Fig. 1a). We first analyzed the scATAC-seq data as it would have been sequenced in bulk cells (see “**Methods**”). The ATAC-seq signal at transcription-start sites (TSS) decreased in ENZ-resistant cells compared with the parental (average enrichment score 6.3 in resistant cells vs 7.8 in parental cells, *p* < 2.2e-16, Wilcoxon rank-sum test) (Fig. 1b). This pattern was also observed for housekeeping genes, genes from the androgen-response pathway, and genes involved in MYC signaling, suggesting that this pattern is not restricted to a particular gene set. We noted chromatin opening outside of the TSS region in both resistant cell lines as the potential explanation for the decreased TSS enrichment (Supplementary Fig. 1a). RES-A and RES-B cells shared a large proportion of ENZ-resistance-specific open-chromatin regions not found in parental LNCaP (14% in RES-A and 17% in RES-B). Additionally, RES-A cells had a higher proportion of unique open sites compared with RES-B (19% vs 5%, *p* < 2.2e-16, chi-square test) and LNCaP (19% vs 7%, *p* < 2.2e-16, chi-square test) (Fig. 1c).

We corroborated the extent of chromatin opening and reprogramming in ENZ-resistant cells by performing formaldehyde-assisted isolation of regulatory element (FAIRE) sequencing^19^ on the parental LNCaP and RES-A cells subjected to androgen starvation or exposed to androgens, ENZ, or both agents (Supplementary Fig. 1b–g) (see “**Methods**”). Even in this bulk assay, ENZ and androgen starvation appeared to be more significant drivers of reprogramming in RES-A than in parental LNCaP. While there was no significant difference in the total number of open chromatin sites, ENZ-resistant samples had a higher proportion of unique open sites compared with the parental in the presence of androgens (24% vs 12%, *p* < 2.2e-16, chi-square test) (Supplementary Fig. 1d) and in androgen-deprived (castrate) conditions (27% vs 9%, *p* < 2.2e-16, chi-square test) (Supplementary Fig. 1f). Read-distribution analysis (see “**Methods**”) demonstrated that the chromatin of ENZ-resistant cells is more open in the presence of androgens (*p* < 0.001, *t*-test) (Supplementary Fig. 1e) and in castrate conditions (*p* = 0.022, *t*-test) (Supplementary Fig. 1g).

Next, we used all samples with scATAC-seq to generate cluster visualizations of cell subpopulations with different chromatin-accessibility profiles (Fig. 1d) (see “**Methods**”). We identified clusters that were unique or shared across the samples (Fig. 1e). Unique clusters were specific to RES-A, RES-B, or both (named ENZ-induced clusters), or specific to the untreated and/or short-term ENZ-treated parental line (named initial clusters). Shared clusters were present at similar proportions across the samples and were named persistent clusters (Fig. 1e). We compared each cluster to all other clusters to determine its unique chromatin profile based on differentially accessible chromatin regions (DARs; Supplementary Data 1).

The most prevalent chromatin-based scATAC-seq clusters in terms of cell number (0, 1, and 2) were persistent (Fig. 1e) and defined by fewer than 20 unique DARs, suggesting that 74% of the cells share an overall similar chromatin-accessibility profile during the development of ENZ resistance. We then assessed for changes in cluster chromatin DARs between the parental LNCaP, LNCaP–ENZ48, and in RES-A and RES-B (Supplementary Data 1). DARs were observed around *MYC* and *TP53* in several clusters during the short-term response to enzalutamide, including in cluster 6 that arises during ENZ resistance in RES-A.

Prior studies have shown that PC cell lines cultured for an extended time without androgens tend to display neuroendocrine-like phenotypes^20,21^. The largest fold changes in chromatin accessibility based on average signal from all cells showed over representation for neuronal system processes between the parental (LNCaP or LNCaP–ENZ48) and resistant cells (RES-A or RES-B) (Benjamini–Hochberg-adjusted *p* = 0.0027 in RES-A and *p* = 0.0024 in RES-B, hypergeometric test). Accordingly, we found elevated expression of NEPC-derived signatures^20,22^ in RES-A and RES-B cells (particularly *EZH2*, *AURKA*, *STMN1*, *DNMT1*, and *CDC25B*), as well as increased expression of NEPC-downregulated genes in initial clusters (Supplementary Fig. 1h). Interestingly, in bulk RNA sequencing of the same cell lines, gene set variation analysis (see “**Methods**”) of NEPC signatures showed higher expression of NEPC-upregulated genes in RES-A cells only (Supplementary Fig. 1i).

Overall, these data show extensive chromatin reprogramming during the emergence of resistance to AR-targeting agents.

### Enzalutamide resistance reconfigures availability of TF binding DNA motifs in the chromatin

Chromatin accessibility determines the transcriptional output of cells by exposing a footprint of TF DNA-binding motifs. We hypothesized that increased chromatin opening in resistant cells would change the footprint of exposed TF DNA motifs. To this end, we first utilized AR and MYC binding-site maps in LNCaP cells^23^ and explored their relationship with open chromatin sites in the bulk FAIRE-seq data from RES-A cells. Using read-distribution analysis, we observed a significant increase in open chromatin at MYC-binding sites in ENZ-resistant cells (*p* < 0.001 in castrate conditions and with androgens, *t*-test) (Fig. 2a, Supplementary Fig. 2a), a reduction of open chromatin at AR-binding sites in castrate conditions (*p* < 0.001, *t*-test), and interestingly, an increase in open chromatin at AR-binding sites in androgen-exposed conditions (*p* < 0.001, *t*-test) (Fig. 2b, Supplementary Fig. 2b). These findings suggest that chromatin dysregulation in ENZ resistance is associated with reconfiguration of AR and MYC chromatin binding, consistent with previously reported increased MYC and reduced AR transcriptional activity in these cells^16^.

**Fig. 2:**
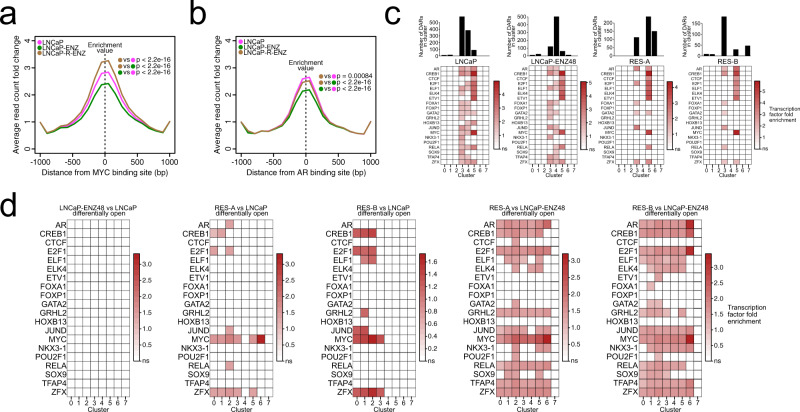
Contribution of enzalutamide treatment-mediated chromatin reprogramming to transcription factor DNA motif footprint. **a**, **b** Normalized average formaldehyde-assisted isolation of regulatory element (FAIRE)-seq read distribution in androgen-deprived conditions within a 2-kb interval around **a** MYC-binding sites and **b** AR-binding sites in LNCaP cells. Sample comparisons of enrichment values at the middle of the distribution are indicated using colored dots within the plots and the two-sided *t*-test *p*-value is shown. **c** Prostate cancer-associated transcription factor (TF) motif enrichment in open differentially accessible regions (DARs) for each single-cell ATAC-seq sample. Enrichments with a Benjamini–Hochberg method-adjusted hypergeometric test *p*-value < 0.05 are shown in colors, while nonsignificant (ns) enrichments are shown in white. The barplots above the matrices indicate the number of open DARs found for each cluster in each sample. **d** TF motif enrichments in open DARs observed comparing the indicated conditions. Enrichments with a Benjamini–Hochberg method-adjusted hypergeometric test *p*-value < 0.05 are shown in colors, while nonsignificant (ns) enrichments are shown in white. See also Supplementary Fig. 2.

To resolve how chromatin reprogramming affects TF DNA motif exposure at the single-cell level, we performed a TF motif enrichment analysis on the marker DARs characterizing the scATAC-seq cell clusters in each sample (Fig. 2c). This analysis confirmed the enrichment of motifs for several PC-associated TFs such as AR and MYC, as well as GATA2, HOXB13, and others in persistent clusters 3 and 5, as well as initial cluster 4 in parental and LNCaP–ENZ48 (Fig. 2c**)**. Clusters 3 and 5 remained enriched for a subset of the same TF motifs in RES-A and RES-B, with cluster 5 showing a consistent enrichment profile in all samples (Fig. 2c). AR, CREB1, E2F1, GATA2, and ZFX were common motifs. Cluster 3 was characterized by FOXA1 and JUND, while cluster 5 was characterized by CTCF, ETS-like, and MYC. Although they possessed distinct sets of DARs, the ENZ-induced clusters 6 and 7 did not display enrichment of TF motifs in RES-A or RES-B.

Between pairs of samples, DARs were predominantly closing and opening in cluster 0 compared with all other clusters (on average 43% of differentially closed DARs and 37% of differentially open DARs) (Supplementary Fig. 2c, Supplementary Data 1). We performed selective TF motif enrichment analysis in DARs opened (Fig. 2d**)** and closed (Supplementary Fig. 2d) between pairs of samples (see “**Methods**”). While we observed no enrichments after short-term ENZ treatment (LNCaP–ENZ48 vs parental; Fig. 2d), comparing open DARs in RES-A or RES-B to the LNCaP parental retrieved distinct sets of TFs, with MYC and ESR1 being the most common across all clusters in RES-A and RES-B, respectively (Fig. 2d). Similarly, comparing open DARs in RES-A or RES-B vs LNCaP–ENZ48 showed enrichment of most of the PC-related TF motifs tested in most clusters (Fig. 2d), and to an even greater extent when considering closing DARs between sample conditions (Supplementary Fig. 2d).

These analyses demonstrate that ENZ resistance is associated with reconfiguration of TF DNA motif footprints.

### Transcriptional patterns of enzalutamide resistance are induced by divergent chromatin reprogramming

To study transcriptional patterns in relation to reconfiguration of chromatin structure at the single-cell level, we performed scRNA-seq in the LNCaP parental, RES-A and -B models. Integrated clustering of four LNCaP samples (Fig. 3a) (see “**Methods**”) showed 7 persistent, 3 ENZ-induced, and 3 initial cell clusters (Fig. 3b) defined by sets of marker differentially expressed genes (DEGs; Supplementary Data 2; between 17 and 283 DEGs in the 13 clusters). To confirm that these cell subpopulations are relevant in other independent models of ENZ resistance, we used the label-transfer approach^24^ to query for matching cell populations in independent scRNA-seq datasets: a LNCaP parental sample, LNCaP ENZ treated for one week (LNCaP–ENZ168), and an independent ENZ-resistant (RES-C) LNCaP-derived cell line (Fig. 1a). Transferring scRNA-seq cluster labels confirmed the presence of initial clusters (4, 6, and 10) in LNCaP parental (Supplementary Fig. 3a**)** and RES-C (Supplementary Fig. 3b). The presence of ENZ-induced clusters was confirmed in RES-C (17% of cells in cluster 3) and LNCaP-ENZ168 (79% in cluster 3), suggesting that one week of ENZ treatment is sufficient to give rise to this cluster prior to the development of resistance (Supplementary Fig. 3c). As a proportion of cells from most scATAC-seq clusters were additionally found to correspond to cluster-3 cells from the scRNA-seq (Fig. 3e), this suggests that the cells of this cluster may represent a common genomic configuration for ENZ resistance or its development. Most importantly, we could retrieve persistent subpopulations of cells in the alternative LNCaP-parental sample (4%), in LNCaP–ENZ168 (13%), and in RES-C (31%), suggesting that these persistent cells are consistently found during the emergence of ENZ resistance.

**Fig. 3:**
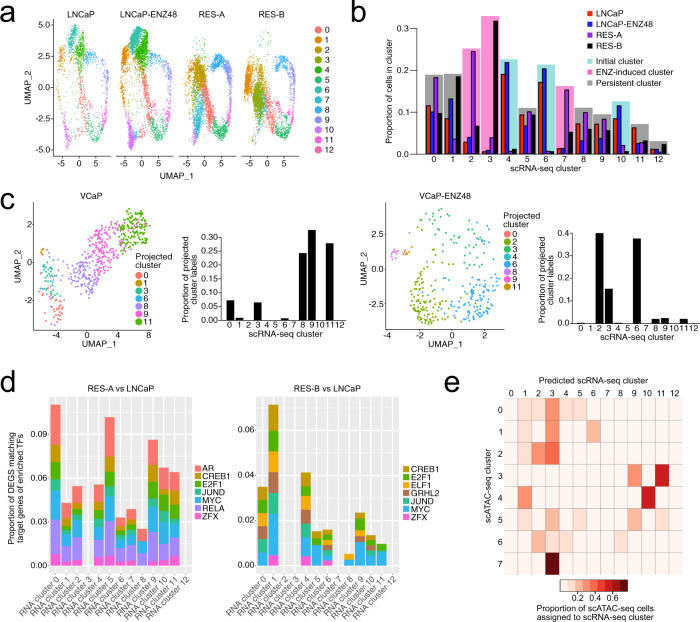
Chromatin states of enzalutamide resistance can result in multiple transcriptional programs. **a** Uniform manifold approximation and projection (UMAP) clustering visualization of single-cell RNA sequencing (scRNA-seq) of LNCaP parental, LNCaP–ENZ48, RES-A, and RES-B. **b** Proportions of cells in clusters identified from scRNA-seq. Clusters are colored according to cluster type: initial (most prevalent in LNCaP parental and LNCaP–ENZ48), ENZ-induced (most prevalent in RES-A or RES-B), or persistent (present in similar proportions in all samples). **c** Cluster-label transfer from the integrated clustering of the LNCaP scRNA-seq data to VCaP parental (left) and VCaP treated with enzalutamide for 48 h (right), confirming the presence of these cell states in the alternate model. In the UMAP, each cell is colored according to the LNCaP scRNA-seq cluster that it is predicted to belong to. The barplot shows the proportion of the projected cluster labels for each scRNA-seq cluster. **d** Proportion of differentially expressed genes (DEGs) in each LNCaP scRNA-seq cluster for the indicated sample comparisons that is composed of enriched transcription-factor (TF) target genes. The contributions of enriched TFs identified in the scATAC-seq are shown as a stacked barplot. **e** Identification of matching cell clusters between the scRNA- and scATAC-seq data from LNCaP visualized as heatmap. The heatmap shows the proportions of cells from each scATAC-seq cluster across all sample conditions assigned to each scRNA-seq cluster as part of the label-transfer process. The proportions were calculated for each scATAC-seq cluster, with the total as the number of cells from the scATAC-seq that could be confidently assigned to a scRNA-seq cluster (confidence score > 0.3). ENZ = enzalutamide. See also Supplementary Fig. 3.

We additionally performed scRNA-seq on a VCaP parental cell line treated with DMSO or ENZ for 48 h to test for the generalizability of our results beyond a single-cell line (Fig. 1a). A similar analysis with VCaP cells confirmed the prevalence of persistent cells in the VCaP parental (93% of cells), as well as initial and ENZ-induced cells in VCaP–ENZ48 (38 and 55% of cells, respectively) (Fig. 3c).

We then sought to determine whether the observed scRNA-seq clusters (Fig. 3a) could be the result of enriched TF-binding activity in alternative open DARs. Using annotated databases, we queried the transcriptional targets of the enriched TFs in the open DARs when comparing RES-A or B to the parental LNCaP **(**Fig. 2d) in the matching scRNA-seq samples (see “**Methods**”). Chromatin remodeling affected TF activity and consequently DEGs in the scRNA-seq for up to a maximum of 11% in cluster 0 in RES-A and 7.1% in cluster 1 in RES-B (Fig. 3d). While target DEGs for TFs such as MYC, JUND, and E2F were found in most clusters in both RES-A and -B, other target DEGs for TFs such as AR, RELA (a NF-kB subunit), and GRHL2 appeared more specific to RES-A or -B, consistent with the proposed stoichiometric models of TF chromatin binding^25^. This analysis confirmed that alternative open DARs in ENZ resistance can activate divergent transcriptional programs.

Next, we connected the scRNA-seq clusters to their matching scATAC-seq clusters. We again leveraged the label-transfer approach to identify matching scRNA- and scATAC-seq cell states in the same sample conditions (see “**Methods**”). In this process, we assigned cell cluster labels within the scRNA-seq sample to the scATAC-seq cells, or vice versa. We found that a chromatin state can correspond to multiple transcriptional states (96% of cells mapped from scATAC to scRNA vs 28% of cells mapped from scRNA to scATAC in parental LNCaP, *p* < 2.2e-16, chi-square test) (Supplementary Fig. 3d). By querying the integrated scRNA-seq clusters in the scATAC-seq data (Fig. 3a, b), we could find matching cell states in the scRNA for all scATAC clusters, with cells in an scATAC cluster generally corresponding to multiple scRNA clusters (Fig. 3e, Supplementary Fig. 3e). Notably, 58% of scATAC-seq cluster-4 cells were projected to belong to scRNA-seq cluster 10, 83% of scATAC-seq cluster-3 cells were predicted to belong to scRNA-seq cluster 9 or 11, and 77% of scATAC-seq cluster-7 cells were projected to belong to scRNA-seq cluster 3 across the sample conditions (Fig. 3e).

Taken together, these data show that transcriptional configuration of ENZ-resistant cells, especially cells persisting during treatment, emerges from processes driven partially by chromatin structure and TF-mediated transcriptional reprogramming. These processes affect a number of important regulators of cell fate, consistent with lineage commitment recently observed in tissue development^26^.

### Prostate cancer cell subpopulations with features of stemness precede enzalutamide resistance

Cell cycle phase can be a strong determinant of the integrative clustering of scRNA-seq data. Accordingly, we found that persistent clusters 8, 9, and 11 scored highly for S- and G2/M-phase-related genes using cell cycle scoring in Seurat (see “**Methods**”) (Fig. 4a), suggesting that cells in these clusters are more actively cycling and proliferating. However, we found that cells in cluster 11 were characterized not only by cell cycle genes, but also by the expression of genes involved in chromatin remodeling and organization (*CTCF*, *LAMINB*, *ATAD2*, and *SS18*), regulation of cell proliferation and stemness (*HES6* and its target *PLK1*^27^, *KRAS*, *FOXM1*, and its targets *BIRC5*, *AURKA*, *AURKB*, and *CCNA2*^28^), and DNA repair (*BRCA2*, *FANCI*, *RAD51C,* and *POLQ*) (Fig. 4b). Clusters 5 and 11 showed high expression of a gene set that characterized a cell subpopulation with stem-like, androgen-insensitive, and cell cycle-driven features from Horning et al.^29^ (Fig. 4c). We named this gene signature Persist to highlight its association with cluster 11, a cell state that persists despite exposure and resistance to ENZ. Karthaus et al. recently identified activated luminal prostate cells able to regenerate the epithelium following castration^30^. We extracted the gene expression profile associated with these prostate luminal cells (see “**Methods**”) and used it to score each scRNA-seq cluster. We found the initial cluster 10 to score highly for this gene signature prior to ENZ treatment in the parental LNCaP and named it PROSGenesis (Fig. 4d, Supplementary Fig. 4a). We visualized the expression of PROSGenesis and Persist genes in scRNA-seq samples from VCaP to confirm the presence of these subpopulations of cells in other models (Fig. 4e).

**Fig. 4:**
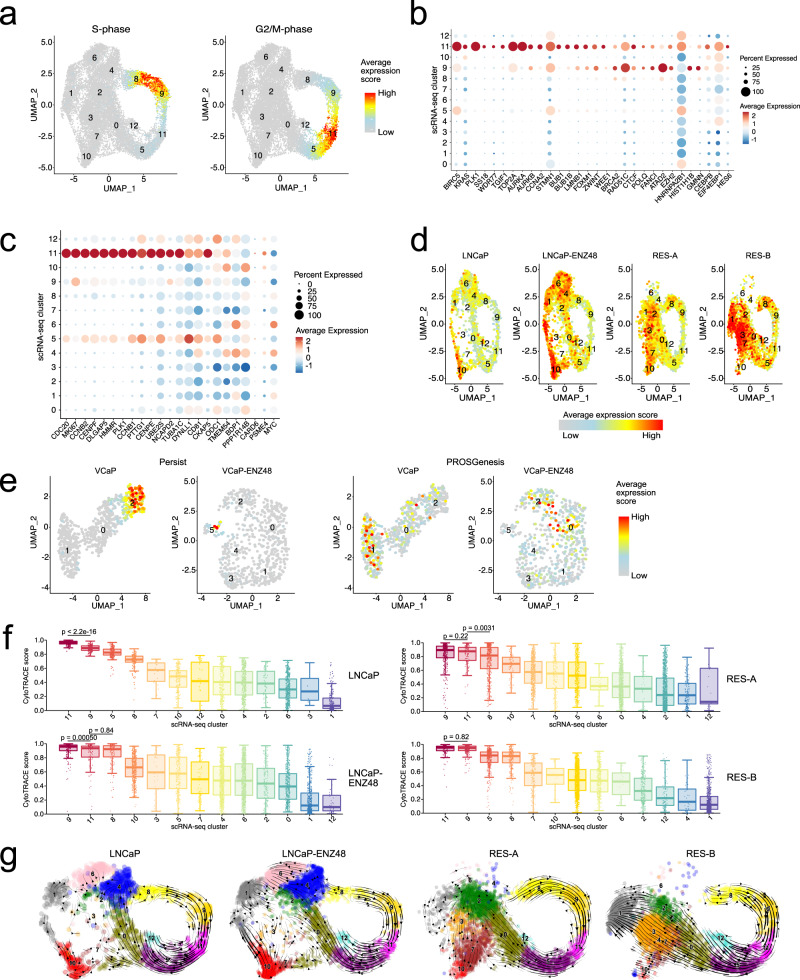
Transcriptional states in enzalutamide resistance. **a** Average expression of cell cycle-related genes (S- and G2/M phases) in cells from the single-cell (sc) RNA-seq data. **b**, **c** Dot plot of average gene expression of the **b** indicated genes and of the **c** genes within the Persist signature in each scRNA-seq cluster. The size of the dot reflects the percentage of cells in the cluster that express each gene. **d** Uniform manifold approximation and projection (UMAP) visualization showing the average expression score of each cell for the genes in the PROSGenesis gene signature derived from Karthaus et al.^30^. **e** Cells in VCaP and VCaP–ENZ48 (enzalutamide treated for 48 h) scored for their expression of Persist and PROSGenesis gene signatures. **f** Boxplots of predicted cluster-differentiation states in the four LNCaP scRNA-seq samples based on cytoTRACE. Each cell is visualized as a point within its scRNA-seq cluster. Clusters are ordered from left to right in order of decreasing predicted differentiation potential. The scRNA-seq clusters are labeled with numbers. The boxplots show the 25th percentile, median, and 75th percentile, with the whiskers indicating the minimum and maximum values within the 1.5x interquartile range. The two-sided Wilcoxon rank sum test was used to assess for differences in average cluster cytoTRACE scores and *p*-values are shown within the figure (*n* = 111, 106, 122, and 126 for cluster-11 cells in LNCaP, LNCaP-ENZ48, RES-A, and RES-B; *n* = 127, 160, 379, and 226 for cluster-9 cells in LNCaP, LNCaP-ENZ48, RES-A, and RES-B; and *n* = 135, 451 for cluster-8 cells in LNCaP–ENZ48 and RES-A). **g** RNA velocities based on scRNA-seq depicted as streamlines. Clusters are shown in different colors and are numbered. ENZ = enzalutamide. See also Supplementary Fig. 4.

We then set out to reconstruct the trajectories of how these clusters of interest arise during the development of ENZ resistance. Using CytoTRACE^31^ estimation of differentiation states based on the number of expressed genes, cells in cluster 11 showed high developmental potential in most sample conditions (Fig. 4f), suggesting that other cell subpopulations could derive from cells in this cluster. RNA velocity analysis estimated cluster 10 as a precursor of the enzalutamide-induced clusters (Fig. 4g), concordant with a state derived from activated regenerative luminal prostate cells as previously suggested^30^. Cluster-specific differential velocity analysis in RES-A and RES-B revealed downregulation of many PC-related genes such as *ATAD2*, as well as upregulation of genes such as *UBE2T*, *PIAS2*, *PFKFB4*, and *EGFR* (Supplementary Fig. 4b, c). *ATAD2* and *UBE2T* were otherwise upregulated in persistent clusters 8, 9, and 11 (Supplementary Fig. 4c), suggesting that additional transcriptional reprogramming occurs in the ENZ-induced clusters.

These analyses point at two distinct subpopulations of PC cells that precede ENZ resistance: one persistent cell cluster (cluster 11) matching Persist and one initial cluster (cluster 10) matching PROSGenesis, a signature derived from tissue regeneration^30^. Collectively, our data suggest that a small number of PC cells with regenerative potential exist within the bulk tumor.

### Model-based characterization of gene signatures in prostate cancer bulk RNA sequencing

The use of molecular gene classifiers or signature scores is an attractive strategy to select cancer patients for treatment^13,32^. According to gene set variation analysis, most of the persistent clusters and cluster 10 showed enrichment of E2F target, G2M checkpoint, and MYC target genes (Supplementary Fig. 4d). These data are largely concordant with the bulk RNA-seq data on the same cells in our previous study^16^, demonstrating that signals from subpopulations of cells can be retrieved in bulk RNA-seq data. Differential expression within clusters (Supplementary Data 2) and gene set enrichment analysis further revealed that oxidative phosphorylation was immediately upregulated in LNCaP–ENZ48, and that this process is maintained selectively in RES-A but not in RES-B cells (Supplementary Fig. 4e–g). Moreover, genes regulated by activated mTORC1 signaling were consistently upregulated in most of the clusters during the development of ENZ resistance (Supplementary Fig. 4e–g), in agreement with previous reports showing its activation during ENZ treatment in patients^26^.

We therefore used a collection of signatures derived from the scRNA-seq analysis to describe features of the same cells in bulk RNA-seq datasets. In addition to Persist and PROSGenesis, we included (1) NEPC markers (Supplementary Fig. 1g), (2) a BRCAness gene signature^33^ as RES-A and RES-B maintain sensitivity to PARP inhibition^16^ and the persistent cluster 11 is characterized by markers of DNA repair (Figs. 4b), (3) gene sets as proxies of AR signaling activation^3^, including activation of AR-splice variants (AR-Vs), (4) the DEGs defining our scRNA-seq clusters, and (5) gene sets for mTORC1 signaling and MYC targets (Supplementary Fig. 4d–g) (Supplementary Data 3).

In the bulk, the ENZ-induced DEGs selectively appeared in the RES-B cells (Fig. 5a). Similarly, the persistent clusters were associated with the Persist signature only in RES-A and RES-B when induced with DHT (Fig. 5a). On the other hand, the PROSGenesis signature was elevated only in RES-B (Fig. 5a).

**Fig. 5:**
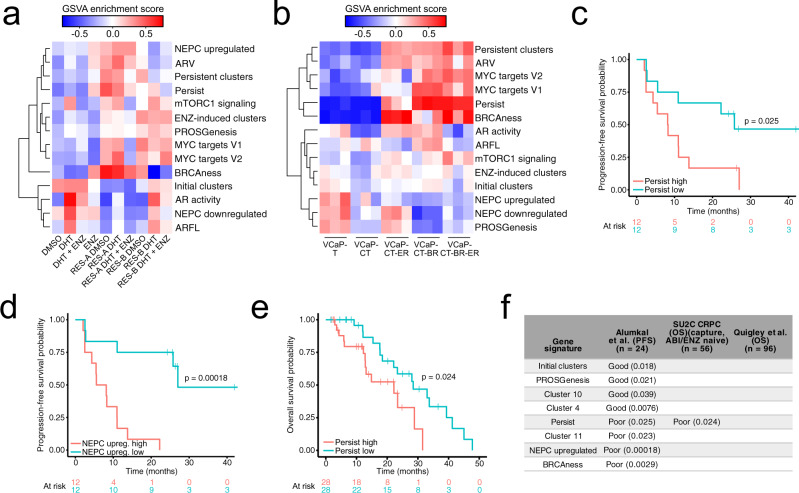
Gene signatures derived from single-cell RNA sequencing capture important features of prostate cancer models and stratify patients with advanced disease. **a** Heatmap of single-cell gene signature gene set variation analysis (GSVA) enrichment scores in bulk RNA-sequencing of LNCaP treated with dihydrotestosterone (DHT) or enzalutamide (ENZ), and either sensitive or resistant to ENZ. **b** Heatmap of gene signature GSVA enrichment scores in bulk RNA sequencing from VCaP subline derivatives VCaP-T (long-term cultured with 10 µM testosterone), VCaP-CT (VCaP-T long term cultured with 0.1 nM testosterone), VCaP-CT-ET (VCaP-CT cultured long-term with 10 µM ENZ), VCaP-CT-BR (VCaP-CT cultured long term with bicalutamide), and VCaP-CT-BR-ER (VCaP-CT-BR long-term treated with ENZ upon reaching bicalutamide insensitivity). **c** Kaplan–Meier progression-free survival curves for Alumkal et al.^2^ patients stratified into two groups based on median GSVA score for the Persist gene signature. The two-sided log-rank *p*-value is shown above the curves. **d** Kaplan–Meier progression-free survival curves for Alumkal et al. patients stratified into two groups based on median GSVA score for the NEPC-upregulated gene signature. The two-sided log-rank *p*-value is shown above the curves. **e** Kaplan–Meier overall survival curve for abiraterone (ABI)- and ENZ-naive patients from the Stand Up 2 Cancer (SU2C) CRPC cohort^5^ stratified into two groups based on median GSVA score for the Persist gene signature. The two-sided log-rank *p*-value is shown above the curve. **f** Summary table of gene signature GSVA score associations with progression-free survival (PFS) or overall survival (OS) in the clinical datasets. Only gene signatures significantly associated with PFS or OS in one or more datasets are shown. Good indicates that a higher score for the signature (a score higher than the median) is associated with better survival outcome, while poor indicates that a higher signature score is associated with worse survival outcome. Two-sided log-rank *p*-values are shown in parentheses. For each dataset, the header indicates the number of samples included, along with other qualifying information of the dataset. We used ABI/ENZ-naive patients from the capture-based SU2C CRPC RNA-seq dataset. See also Supplementary Fig. 5.

To confirm the properties of different signatures, we used VCaP cells to develop an independent model of resistance to AR signaling-targeted treatments, including ADT, bicalutamide, ENZ, and bicalutamide/ENZ multiresistant sublines, and performed bulk RNA-seq (Fig. 1a). These VCaP-based sublines did not show NE features (Fig. 5b). 

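VCaP is an established prostate cancer cell line, and 5 sublines derived from it were sequenced. There were 15 libraries, 3 biological replicates per subline. The Methods describe VCaP-T as grown with 10 nM testosterone for 7 months, and VCaP-CT as VCaP-T after 10 further months at 0.1 nM testosterone, the model of ADT. VCaP-CT-ER came from VCaP-CT under 10 µM ENZ, VCaP-CT-BR from VCaP-CT under bicalutamide, and VCaP-CT-BR-ER from bicalutamide-insensitive cells under ENZ. The sample labels instead list 10 nM testosterone for all 5 sublines, and the label of VCaP-CT-BR also mentions ENZ after bicalutamide. VCaP-CT-ER of Fig. 5b and of the labels is called VCaP-CT-ET in the Methods and in the legend of Fig. 5. A single derivation of each subline is described, so its treatment, its time in culture and its derivation cannot be told apart. The authors aligned the reads to GRCh38 with STAR and counted them with featureCounts on the genes of GENCODE release 28. The deposited values are raw fragment counts for 58381 genes, without normalization. Between 33665716 and 46935279 fragments per library were counted on genes, with a median of 36917777 in VCaP-T, 35468690 in VCaP-CT, 46671433 in VCaP-CT-ER, 38644548 in VCaP-CT-BR and 38500319 in VCaP-CT-BR-ER. The smallest share that 3 counts could show lay between 6.4e-08 and 8.9e-08 of a library, which covers counting error only, since no molecular identifiers are described. Every one of the 15 libraries correlated best with a library of its own subline, with a lowest correlation of log2 CPM (edgeR's counts scaled to a common library size) of 0.9893 within sublines and a highest of 0.9777 between sublines, each across genes, which are not independent replicates. GSVA enrichment scores were computed as the Methods describe, from counts scaled at the 75th percentile of each library, with Poisson kernels and the signatures of Supplementary Data 3. The scores took in the 37846 genes that varied, have no unit, and are relative to the 15 libraries scored together. Differential expression was tested for 19621 genes with the quasi-likelihood test of edgeR after TMM normalization, with a term per subline and Benjamini-Hochberg adjustment. All tests were two-sided. Their p values take single libraries as the unit, although the 3 libraries of a subline come from a single derivation. They therefore do not say whether a new derivation of a subline would give the same result. The labels number the replicates 1 to 3 without saying what same-numbered replicates share, so the score comparisons, the edgeR tests and camera at its fixed inter-gene correlation were also run with the replicate number as a block. The alternatives fry and camera with an estimated correlation were run without it.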

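The NEPC-upregulated signature, of which 43 genes were scored, had a GSVA enrichment score of 0.365 ± 0.114 (SD, n = 3 libraries) in VCaP-T. The later sublines scored −0.063 ± 0.242 (VCaP-CT), −0.106 ± 0.083 (VCaP-CT-ER), −0.214 ± 0.035 (VCaP-CT-BR) and −0.198 ± 0.035 (VCaP-CT-BR-ER). The mean of their 12 libraries minus that of the 3 VCaP-T libraries was −0.510 (two-sided exact permutation test, p = 0.00220, the smallest p that the 455 splits of these libraries allow). With libraries exchanged only within their replicate number, the exact permutation p was 0.008, the smallest that the 125 such splits allow. To check the pairing, the log2 CPM of each gene were centred within its subline and then correlated between replicates. Centred in this way, same-numbered replicates of VCaP-T and of a later subline had mean correlations between −0.282 and −0.111 across 12720 genes. The alternative that moved the difference most, the mean z-score of the signature genes in place of GSVA, gave −0.740 on its own scale. The NEPC-downregulated signature, with 30 genes scored, differed by −0.215 between the later sublines and VCaP-T (exact permutation p = 0.169, 0.232 with the block). Its scores spread within the later sublines from −0.404 ± 0.057 in VCaP-CT-BR to 0.243 ± 0.034 in VCaP-CT-ER, around 0.154 ± 0.067 in VCaP-T. With edgeR's TMM scaling of the counts the difference was −0.422 (exact permutation p = 0.0396).

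**Figure D1:**
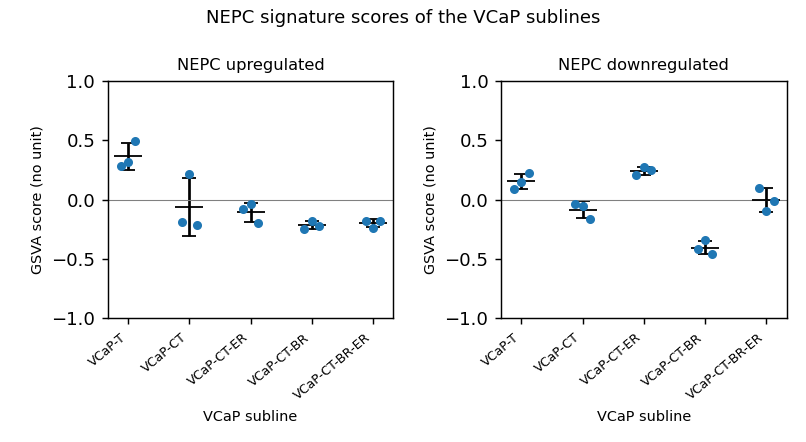
GSVA enrichment scores (no unit, y axis) of the NEPC-upregulated and NEPC-downregulated signatures in the 5 VCaP sublines (x axis). Points are the 3 libraries of each subline, horizontal bars their mean and error bars the SD; for the NEPC-upregulated signature the 3 VCaP-T libraries lie above all 12 others.

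At the level of single genes, the competitive gene set test camera of limma, with an inter-gene correlation of 0.01, placed the 34 tested NEPC-upregulated genes below the other genes in all 4 later sublines against VCaP-T. Their median log2 fold change was −0.77 in VCaP-CT (adjusted p = 5.76e-06 over 36 gene set tests, 3.2e-05 with the block), −0.72 in VCaP-CT-ER (adjusted p = 0.000101, 0.000386 with the block), −1.33 in VCaP-CT-BR (adjusted p = 4.72e-05, 0.00019 with the block) and −1.59 in VCaP-CT-BR-ER (adjusted p = 1.61e-05, 7.09e-05 with the block). With the 25 genes that had at least 10 counts in every library, the medians were −0.67, −0.36, −0.26 and −0.32 in the same order. The 4 tests still passed (camera adjusted p of at most 0.00228), but the size of the fall depends on genes with fewer counts. Of the 36 gene set tests, 20 passed an adjusted p of 0.05, against 9 with the correlation estimated for each signature. With that estimate, the 4 tests of the NEPC-upregulated genes passed with an adjusted p of 0.0359. The number 20 does not stand out from other groupings, since 13 of 100 splits of the same libraries, the real one included, gave at least as many. The other splits mix libraries of distinct sublines and so still hold differences between sublines. They therefore cannot tell how many tests would pass without any difference. Camera placed the 29 tested NEPC-downregulated genes lower in VCaP-CT-BR (median −0.36, adjusted p = 0.00775, 0.00879 with the block, 0.0359 with the correlation estimated). In the other later sublines they did not pass (camera adjusted p between 0.0683 and 0.632). With at least 10 counts in every library VCaP-CT passed as well (camera adjusted p = 0.0454). Among the genes that the paper names for NEPC, EZH2 (chromosome 7 of GRCh38, 148807383 to 148884321) had a pooled log2 fold change of −0.22 (standard error 0.04, edgeR adjusted p = 0.000119, 0.000255 with the block). Its pseudogene EZH2P1 was counted as a gene of its own, and reads that the pair may share were not examined. EZH2 had 48.6 CPM in VCaP-T, 31.05 in VCaP-CT and 39.8 in VCaP-CT-BR-ER, but 53.2 in VCaP-CT-ER. AURKA (chromosome 20, 56369389 to 56392337, with the pseudogenes AURKAP1 and AURKAP2) rose from 60.2 ± 1.93 CPM in VCaP-T to 144 in VCaP-CT-BR, a log2 fold change of 0.82 over the later sublines (standard error 0.04, edgeR adjusted p = 1.03e-13). STMN1 rose as well, with a log2 fold change of 0.57 (edgeR adjusted p = 2.18e-11), on a gene that overlaps MIR3917 and has the pseudogenes STMN1P1 and STMN1P2. DNMT1, which overlaps S1PR2, had a log2 fold change of 0.18 (edgeR adjusted p = 0.00421), but its adjusted p was 0.0587 without VCaP-T replicate 1 and 0.0505 without VCaP-T replicate 2. CDC25B had a log2 fold change of −0.17 (edgeR adjusted p = 0.0068), and an adjusted p of 0.0885 without VCaP-T replicate 3; its 131 CPM in VCaP-CT-BR-ER were near the 130 of VCaP-T. Of the neuroendocrine markers, CHGA had at most 1 count in any library and was not detectable at this depth. SYP, which overlaps SYP-AS1 on the other strand, fell from 33 CPM in VCaP-T (log2 fold change −2.89, standard error 0.07, edgeR adjusted p = 1.37e-19). ENO2 rose from 21.9 to between 54.4 and 67.3 CPM (log2 fold change 1.44, standard error 0.05, edgeR adjusted p = 1.11e-16). Among the NEPC-upregulated genes, TOX, which overlaps TOX-DT on the other strand, rose most, with a log2 fold change of 4.06 (standard error 0.17, edgeR adjusted p = 4.06e-15). SNAP25 was at least 212-fold lower, with at most 2 counts in any library of the later sublines.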

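The ENZ-induced signature holds the DEGs of the LNCaP clusters that the paper calls ENZ-induced, and 177 of its genes were scored in the VCaP sublines. Its GSVA enrichment score was −0.114 ± 0.124 (SD, n = 3 libraries) in VCaP-T, −0.257 ± 0.099 in VCaP-CT, 0.043 ± 0.141 in VCaP-CT-ER, 0.130 ± 0.052 in VCaP-CT-BR and 0.117 ± 0.076 in VCaP-CT-BR-ER. The 6 libraries of VCaP-CT-ER and VCaP-CT-BR-ER scored 0.160 higher on average than the other 9 (two-sided exact permutation test, p = 0.0863), and 1 of the 6 lay above all 9. The exact permutation p was 0.11 with the replicate number as a block. After centring within sublines, same-numbered replicates had mean correlations of 0.286 between VCaP-CT-ER and VCaP-CT and 0.122 between VCaP-CT-BR-ER and VCaP-CT-BR. Of 26 alternatives only 1 passed the threshold: without VCaP-CT-BR replicate 2 the difference was 0.184, with an exact permutation p of 0.0406. With a Gaussian kernel it was 0.085 and with TMM scaling 0.101.

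**Figure D2:**
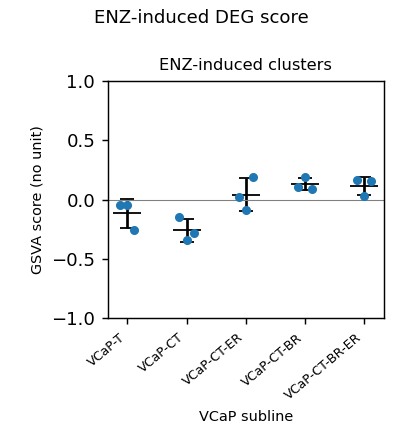
GSVA enrichment score (no unit, y axis) of the ENZ-induced signature in the 5 VCaP sublines (x axis). Points are the 3 libraries of each subline, the horizontal bar their mean and error bars the SD; the mean of VCaP-CT-BR, 0.130, is the highest and that of VCaP-CT, −0.257, the lowest.

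The competitive test camera found no shift of the 174 tested ENZ-induced genes against VCaP-T, with median log2 fold changes of −0.08 in VCaP-CT, 0.03 in VCaP-CT-ER, −0.02 in VCaP-CT-BR and −0.01 in VCaP-CT-BR-ER and adjusted p between 0.459 and 0.88 (0.451 and 0.877 with the block). The self-contained test fry of limma called them lower in VCaP-CT (adjusted p = 0.00078), VCaP-CT-BR (adjusted p = 0.00727) and VCaP-CT-BR-ER (adjusted p = 0.0211), and not in VCaP-CT-ER (adjusted p = 0.44). AIDA, which overlaps BROX on the other strand and has the pseudogenes AIDAP1, AIDAP2 and AIDAP3, had a log2 fold change of 2.31 between the ENZ-resistant and the other sublines (standard error 0.04, edgeR adjusted p = 1.75e-20). It had 229.5 CPM in VCaP-CT-ER and 164.1 in VCaP-CT-BR-ER, but also 119.8 in VCaP-CT-BR. The difference therefore rests largely on VCaP-T (12.7 CPM) and VCaP-CT (39.7 CPM). NQO1, which overlaps a gene on the other strand, had a log2 fold change of −2.96 (standard error 0.12, edgeR adjusted p = 9.67e-15). It had 17.7 CPM in VCaP-T and 0.0982 in VCaP-CT-ER, but VCaP-CT-BR-ER, with 4, lay above VCaP-CT (2.51) and VCaP-CT-BR (2.6). SYT4 had a log2 fold change of −3.67 (standard error 0.64, edgeR adjusted p = 3.75e-05) that rests on VCaP-T, with 24.4 CPM in VCaP-T and at most 0.136 in the mean of any other subline.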

Only ENZ-resistant VCaP cells scored highly for the ENZ-induced DEGs, confirming the specificity of this signature to ENZ treatment and resistance. Parental and ENZ-resistant VCaP cells scored highly for the PROSGenesis signature, while the scores of the persistent, Persist, mTORC1 signaling, and MYC target signatures scored highly selectively in resistant VCaP sublines (Fig. 5b). This suggests a convergent mechanism of resistance to these agents in independent models.

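The PROSGenesis signature (78 genes scored) had a GSVA enrichment score of 0.28 ± 0.098 (SD, n = 3 libraries) in VCaP-T and 0.136 ± 0.070 in VCaP-CT-ER, against −0.117 ± 0.089 in VCaP-CT and −0.348 ± 0.050 in VCaP-CT-BR. VCaP-CT-BR-ER scored −0.112 ± 0.058, close to VCaP-CT. VCaP-T and the ENZ-resistant sublines scored 0.334 higher on average than VCaP-CT and VCaP-CT-BR (two-sided exact permutation test, p = 0.0044, 0.01 with the block), and 7 of their 9 libraries lay above all 6 others. With only the genes that had at least 10 counts in every library, the difference was 0.238 (exact permutation p = 0.107). Same-numbered replicates, centred within their sublines, had a mean correlation of −0.008 over all pairs of sublines, and differently numbered replicates one of 0.004. For the other signatures, the sublines grown out under bicalutamide, ENZ or both (9 libraries) were compared with VCaP-T and VCaP-CT (6 libraries), where the smallest exact permutation p that the 5005 splits allow is 0.0002, and 0.001 over the 1000 splits within replicate numbers. The persistent signature (555 genes scored) was higher by 0.849 in the antagonist-resistant sublines (exact permutation p = 0.0002, 0.0005 adjusted over 5 signatures, 0.0025 with the block). The Persist signature (17 genes) was higher by 1.046 (exact permutation p = 0.0004, 0.000666 adjusted, 0.00333 with the block). The mTORC1 signaling signature (36 genes) was higher by 0.498 (exact permutation p = 0.0002, 0.0005 adjusted, 0.0025 with the block). In each of these, all 9 libraries lay above all 6. The MYC targets V1 signature (196 genes) was higher by 0.764 (adjusted exact permutation p = 0.00475, 0.01 with the block) with 7 of 9 libraries above all 6. MYC targets V2 (58 genes) was higher by 0.707 (adjusted exact permutation p = 0.00839, 0.015 with the block) with 6 of 9. The size depended on the scaling, most for mTORC1 signaling. With edgeR's TMM scaling the differences were 0.822 (persistent), 1.133 (Persist), 0.294 (mTORC1 signaling), 0.614 (MYC targets V1) and 0.508 (MYC targets V2). VCaP-CT, the ADT-resistant subline, scored −0.540 ± 0.046 for the persistent signature and −0.676 ± 0.009 for Persist, near the −0.447 ± 0.043 and −0.617 ± 0.075 of VCaP-T. The persistent score was 0.187 ± 0.101 in VCaP-CT-ER, 0.404 ± 0.028 in VCaP-CT-BR and 0.476 ± 0.077 in VCaP-CT-BR-ER. The Persist score was only −0.036 ± 0.178 in VCaP-CT-ER, against 0.654 ± 0.017 in VCaP-CT-BR and 0.581 ± 0.079 in VCaP-CT-BR-ER. For mTORC1 signaling the scores were 0.017 ± 0.137, 0.228 ± 0.042 and 0.349 ± 0.068 in the same order. VCaP-CT-ER scored −0.324 ± 0.171 for MYC targets V1 and −0.339 ± 0.055 for MYC targets V2, close to the −0.412 ± 0.129 and −0.312 ± 0.210 of VCaP-CT, while VCaP-CT-BR and VCaP-CT-BR-ER scored between 0.515 and 0.622 for both.

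**Figure D3:**
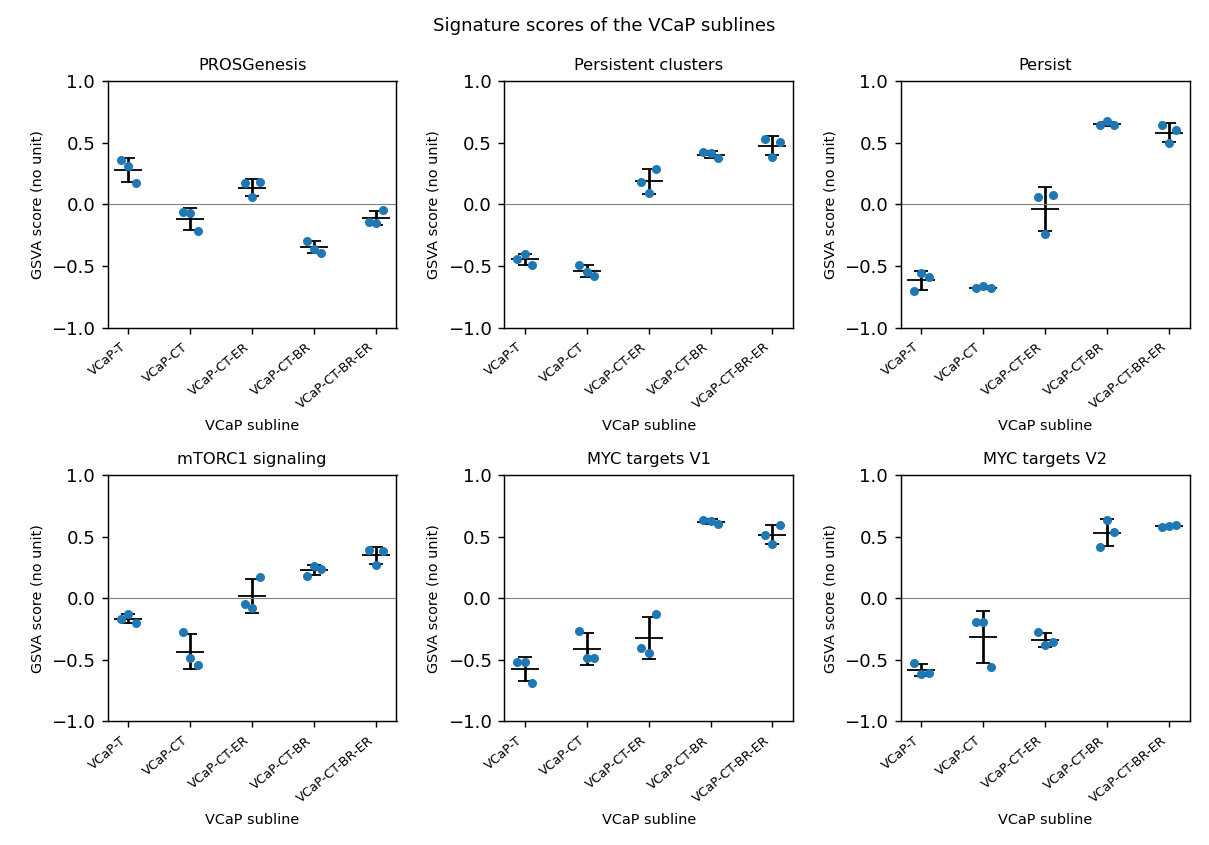
GSVA enrichment scores (no unit, y axis) of 6 signatures in the 5 VCaP sublines (x axis). Points are the 3 libraries of each subline, horizontal bars their mean and error bars the SD; the persistent, Persist and mTORC1 signaling scores of the 9 antagonist-resistant libraries lie above those of the 6 libraries of VCaP-T and VCaP-CT, and for MYC targets V1 and V2 the VCaP-CT-ER libraries overlap them.

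The gene set test against VCaP-T, under the limit given for the NEPC genes, placed the persistent genes higher in VCaP-CT-ER (median log2 fold change 0.42, adjusted p = 4.03e-06, 2.61e-06 with the block), VCaP-CT-BR (0.42, adjusted p = 9.19e-07, 7.68e-07 with the block) and VCaP-CT-BR-ER (0.49, adjusted p = 1.65e-07, 1.05e-07 with the block), but not in VCaP-CT (adjusted p = 0.558, 0.576 with the block). With the inter-gene correlation estimated, the adjusted p of the persistent genes lay between 0.175 and 0.905 and that of MYC targets V1 between 0.352 and 0.674. The Persist genes had median log2 fold changes of 0.57 in VCaP-CT-ER (adjusted p = 0.000592, 0.000687 with the block), 0.93 in VCaP-CT-BR (adjusted p = 1.9e-07, 1.98e-07 with the block) and 0.88 in VCaP-CT-BR-ER (adjusted p = 7e-07, 7.03e-07 with the block). With the correlation estimated, the adjusted p of Persist was 0.11 in VCaP-CT-ER and 0.0359 in the other 2. The MYC targets V1 genes were higher in all 4 later sublines at the fixed correlation, with median log2 fold changes of 0.18 to 0.39 and adjusted p of at most 0.00858 (0.00879 with the block). MYC targets V2 passed in VCaP-CT-BR (adjusted p = 0.00772, 0.00745 with the block) and VCaP-CT-BR-ER (adjusted p = 0.00289, 0.0029 with the block), and in neither with the correlation estimated (adjusted p = 0.202 and 0.167). The PROSGenesis genes were lower than in VCaP-T in VCaP-CT (median log2 fold change −0.30, adjusted p = 5e-06, 6.84e-06 with the block), VCaP-CT-BR (−0.55, adjusted p = 9.19e-07, 1.01e-06 with the block) and VCaP-CT-BR-ER (−0.43, adjusted p = 0.000592, 0.000794 with the block). In VCaP-CT-ER the median was −0.42 (adjusted p = 0.0617, 0.0671 with the block). There the genes passed as lower in camera with at least 10 counts in every library (adjusted p = 0.014) and in fry (adjusted p = 1.7e-08). They did not pass in camera with 75th percentile scaling (adjusted p = 0.0715) or with the correlation estimated (adjusted p = 0.352). With the correlation estimated, VCaP-CT and VCaP-CT-BR passed (adjusted p = 0.0359) and VCaP-CT-BR-ER did not (adjusted p = 0.106). The mTORC1 signaling genes did not shift in camera, with adjusted p between 0.41 and 0.953 (0.423 and 0.966 with the block). The gene that rose most in the persistent signature was PLOD2 (chromosome 3 of GRCh38, 146069440 to 146163653), from 2.89 CPM in VCaP-T and 0.531 in VCaP-CT to 191 in VCaP-CT-ER and 63.3 in VCaP-CT-BR-ER, though only 1.49 in VCaP-CT-BR (log2 fold change 4.40, standard error 0.11, edgeR adjusted p = 1.12e-18). TFF3 fell most, with a log2 fold change of −4.53 (standard error 0.08, edgeR adjusted p = 2.77e-21). In Persist, DLGAP5 (with the pseudogenes DLGAP5P1 and DLGAP5P2) and CENPF rose most, by log2 fold changes of 1.21 and 1.17. In PROSGenesis, BEX1 was at least 127-fold higher in the mean of VCaP-T and the ENZ-resistant sublines than in VCaP-CT and VCaP-CT-BR, with 21.3 CPM in VCaP-CT-ER but 0.103 in VCaP-CT-BR-ER.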

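Of the 19621 genes tested, 12821 differed between VCaP-CT and VCaP-T at an edgeR adjusted p under 0.05 (6502 higher, 6319 lower). Against VCaP-T, 13539 genes differed in VCaP-CT-ER, 13971 in VCaP-CT-BR and 13774 in VCaP-CT-BR-ER, and 13509, 13934 and 13705 with the replicate number as a block. Once centred within their sublines, same-numbered replicates had mean correlations of −0.16 between VCaP-CT-ER and VCaP-T and −0.206 between VCaP-CT-BR-ER and VCaP-T. Requiring a change of at least 2-fold moved these counts most, to 4974, 5391 and 5314. At that minimum, lower genes outnumbered higher ones, with 2959 against 2015 in VCaP-CT-ER, 3325 against 2066 in VCaP-CT-BR and 3300 against 2014 in VCaP-CT-BR-ER. For VCaP-CT against VCaP-T the numbers were 2397 lower and 1687 higher. In each comparison of 3 libraries against 3, the 9 other splits gave 0 genes, with 216 to 1511 at an unadjusted p under 0.05. As 10 splits allow no share under 0.1, this test alone cannot tell the counts apart from other groupings. In all 3 antagonist-resistant sublines, 9211 genes differed from VCaP-T in the same direction (4442 higher, 4769 lower), against 1692 if the calls were independent between the sublines, and 755 differed in all 3 but in unlike directions. The number was 9169 with the block and 2996 with a change of at least 2-fold. These comparisons share the VCaP-T libraries, so their calls are not independent, and 7365 of the 9211 genes had also changed that way in VCaP-CT, the parent of the antagonist-resistant sublines. With VCaP-CT as the reference, 5019 genes changed the same way in all 3, and 3330 genes did so against both references. Only the real grouping among 100 splits of the libraries gave 9211 genes or more, and the highest number in the others was 1002. The other splits mix libraries of distinct sublines, with a median of 0 genes, so this test shows that the sublines differ and not that resistance converges.

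**Figure D4:**
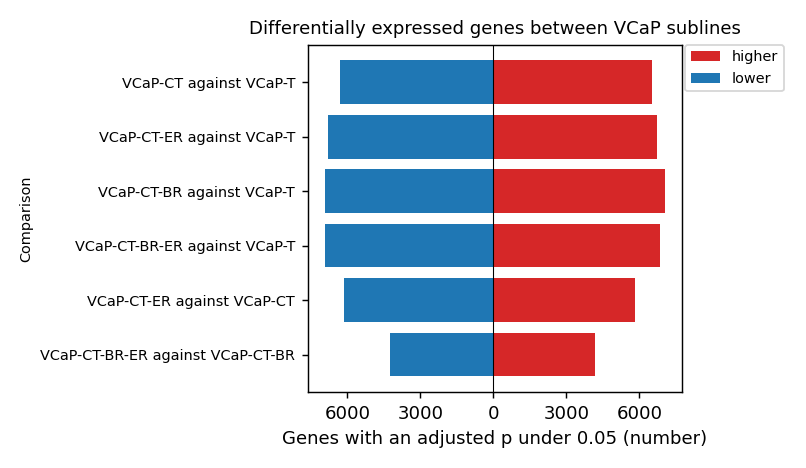
Numbers of genes with an edgeR adjusted p under 0.05 (x axis) in 6 comparisons of VCaP sublines (y axis). Bars to the right count genes that were higher and bars to the left genes that were lower in the subline named first; the numbers run from 8419 for VCaP-CT-BR-ER against VCaP-CT-BR to 13971 for VCaP-CT-BR against VCaP-T.

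Of the genes with the largest changes, CST2, which has the pseudogene CST2P1, fell in all 3 antagonist-resistant sublines against VCaP-T, with log2 fold changes of −15.17 in VCaP-CT-ER, −13.05 in VCaP-CT-BR and −13.29 in VCaP-CT-BR-ER. Most of this fall was already present in VCaP-CT, with 15.42 CPM against 10360 in VCaP-T. CST5 was at least 368-fold, 323-fold and 322-fold lower in the same order, and had already fallen from 24.97 CPM to 0.0564 in VCaP-CT. GPM6A was at least 3587-fold higher in VCaP-CT-ER and at least 415-fold higher in VCaP-CT-BR-ER, and had 0.994 CPM in VCaP-CT-BR against 0 in VCaP-T. LINC02726 and PREX2 were at least 96.1-fold and 88.9-fold higher in VCaP-CT-BR. They also had 7.9 and 2.76 CPM in VCaP-CT-ER and 9.96 and 11.4 in VCaP-CT-BR-ER, against 0 in VCaP-T. In VCaP-CT, before any antagonist, LINC02726 had 2.415 CPM and PREX2 6.68, near the 6.89 of PREX2 in VCaP-CT-BR. KLK3 (chromosome 19 of GRCh38, 50854915 to 50860764), which encodes prostate-specific antigen, had 3560.0 CPM in VCaP-T, 33.2 in VCaP-CT, 521 in VCaP-CT-ER, 14.1 in VCaP-CT-BR and 40.04 in VCaP-CT-BR-ER (log2 fold change of the later sublines −5.99, standard error 0.03, edgeR adjusted p = 6.73e-30). From the signature scores of these VCaP sublines, a model separate from its LNCaP cells, the paper proposes that resistance to these agents converges on a shared mechanism.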

Next, we scored xenografts of AR^+^/NE^−^, AR^−^/NE^+^, or AR^−^/NE^−^ CRPC and NEPC tumors resistant to ENZ^34,35^ with the same signature set (Supplementary Fig. 5a). AR^+^/NE^−^ xenograft samples clustered into two separate clusters. AR^−^ tumors clustered together with a series of AR^+^/NE^−^ tumors due to low mTORC and MYC signaling, while one cluster of AR^+^/NE^−^ scored highly for all gene sets apart from genes upregulated in NEPC. Interestingly, the PROSGenesis signature, along with initial clusters and ENZ-induced clusters, scored particularly high in AR^+^ tumors, while the Persist signature, along with the persistent clusters, scored high in both AR^+^/NE^−^ and AR^−^/NE^+^ tumors (Supplementary Fig. 5a). This suggests that the two signatures capture different tumor biologies. In a transcriptome dataset based on an independent xenograft model^36^, we found ENZ resistance to be uniquely associated with higher AR activity, higher expression of MYC target genes, high score for PROSGenesis, and high expression of the ENZ-induced cluster gene set (Supplementary Fig. 5b). These data indicate that Persist status is independent of AR status and that persistent cells might mediate the development of both AR-positive CRPCs and AR-negative NEPCs.

Collectively, the persistent cluster, initial cluster, PROSGenesis, and Persist gene signatures show potential for identifying aggressive, regenerative features of PC from bulk RNA-seq.

### Transcriptional signal enrichment analysis identifies treatment-persistent cells and prognostic gene signatures in prostate cancer patients

We hypothesized that we could use enrichment of gene signature expression to stratify advanced and primary PC patients.

To this end, we interrogated clinical data of CRPC patients treated with ENZ reported in Alumkal et al.^2^ The patients aggregated into two clusters based on our complete signature set (Supplementary Fig. 5c), but patients in neither cluster had significantly shorter progression-free survival (PFS; *p* = 0.049, log-rank test). Utilizing a stepwise variable-selection process we identified five significant signatures (NEPC upregulated, PROSGenesis, MYC targets, AR activity, and ARV) that are able to identify patients with significantly shorter PFS (Supplementary Fig. 5d). Moreover, PFS analysis of individual gene signatures revealed association with shorter time to progression for patients scoring high for the Persist signature (*p* = 0.025, log-rank test) or for genes upregulated in NEPC (*p* = 0.00018, log-rank test) (Fig. 5c, d), while patients with longer PFS scored highly for PROSGenesis (*p* = 0.021, log-rank test) and for the initial cluster signature (*p* = 0.018, log-rank test) (Supplementary Fig. 5e).

None of the cluster marker gene sets showed a significant difference between Stand Up To Cancer (SU2C) CRPC abiraterone/ENZ-naive and abiraterone/ENZ-exposed patients^5^ according to their latest treatment regime. This suggests that it may be difficult to retrieve differences between these bulk-sequenced tumors from heavily pretreated patients using single-cell-derived signatures. However, Persist was still significantly associated with poor overall survival in these patients (Fig. 5e), supporting the potential significant activity of the persistent cells in this group of patients. Similarly, we could not stratify patients that developed resistance to ENZ in the SU2C West Coast DT Quigley et al. dataset^37^ (Supplementary Fig. 5f), although in this case, ENZ-sensitive patients had higher expression of PROSGenesis (*p* = 0.024, Wilcoxon rank-sum test) (Supplementary Fig. 5g).

These data show that the Persist signature associated with persistent cells (cluster 11) from our single-cell analysis of ENZ resistance is a consistent classifier with the potential of stratifying patients for response to second-line AR-targeted treatments (Fig. 5f).

We then hypothesized that we could systematically use the persistent cluster 11, Persist, initial cluster 10, and PROSGenesis signatures as a proxy for the presence of PC cells with different transcriptional features in clinical settings and to capture signals from pre-existing subclones with metastatic potential in primary untreated tumors. To this end, we took advantage of a recently published scRNA-seq dataset on clinically relevant PC specimens^38^ (Fig. 6a). We used GSVA scoring to highlight our 13 scRNA-seq clusters in 36424 cells from 13 primary untreated PC specimens (Supplementary Fig. 6a). The analysis showed that our LNCaP model-derived cell clusters scored higher in luminal and basal/intermediate cells compared with fibroblasts (*p* = 0.047, *t*-test) (Supplementary Fig. 6a). Additionally, luminal cells had higher expression of genes associated with our initial scRNA-seq clusters compared with the basal/intermediate cells (*p* = 0.020, *t*-test) and compared with fibroblasts (*p* = 0.00015, *t*-test).

**Fig. 6:**
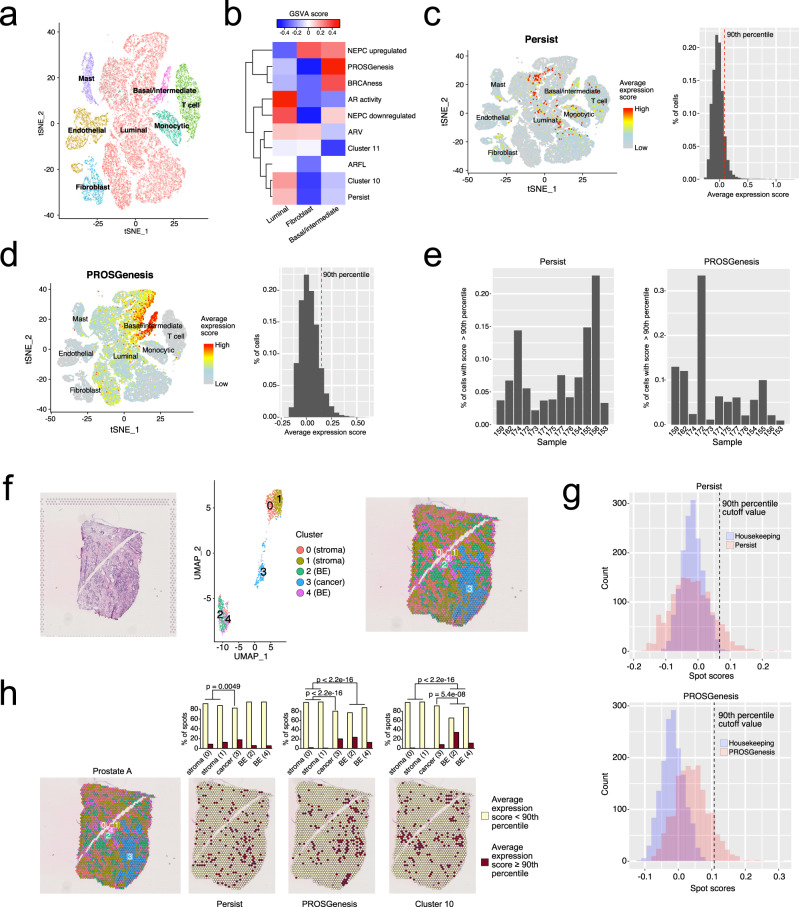
Transcriptional signal enrichment analysis identifies treatment-persistent cells in prostate cancer. **a***t*-Distributed stochastic neighbor embedding (tSNE) visualization of cell types from 13 treatment-naive prostate tumors from Chen et al.^38^. **b** Gene set variation analysis (GSVA) enrichment scores for gene signatures in luminal, basal/intermediate, and fibroblast cells from Chen et al. GSVA enrichment scores were generated from the average expression profile of each cell type. **c**-**d** tSNE plot of prostate tumor cells from Chen et al. colored according to their average expression of the genes in **c** the Persist signature and **d** the PROSGenesis signature. The adjacent histograms show the distribution of average expression scores in the cells, with a red dashed line marking the 90th percentile of scores. **e** Percentage of cells scoring at or above the 90th percentile for the Persist and PROSGenesis signatures belonging to each prostate tumor from Chen et al. **f**–**h** Spatial transcriptomics (ST) from a prostate cancer tissue section, Prostate A. **f** The left panel shows the hematoxylin and eosin (H&E) staining of the tissue section. In the middle, the uniform manifold approximation and projection (UMAP) visualization shows the clusters of spots on the ST slide. Each cluster is labeled according to its histological tissue type, with BE referring to benign epithelium. The right panel shows the UMAP clusters of spots overlaid on the H&E slide. **g** Sensitivity analysis of Persist and PROSGenesis signatures scores in ST against the score distributions of control housekeeping gene signatures (see “**Methods**”). **h** The leftmost panel shows the ST UMAP clusters of spots overlaid on the H&E slide. Each spot was scored according to its expression of genes in the Persist, PROSGenesis, and cluster-10 signatures. For each signature, spots scoring at or above the 90th percentile (high) are colored in red, while spots scoring below the 90th percentile (low) are colored in yellow. The barplots indicate the percentage of spots in each cluster scoring high or low for each signature. The bars are labeled with the cluster histology and the cluster number in parentheses, with BE referring to benign epithelium. Differences in proportions of high-scoring spots between clusters were tested with the chi-square test. See also Supplementary Fig. 6.

We then scored the cells for the expression of genes from the Persist and PROSGenesis signatures, along with their associated clusters (11 and 10, respectively) and control signatures linked to AR activity (ARV, AR-FL, and AR activation), BRCAness, and NEPC (Fig. 6b). We defined a high score for a gene signature to be above the 90th percentile. About 48% percent of the cells that scored highly for the Persist signature were luminal cells (Fig. 6c). Cells scoring highly for the PROSGenesis signature were mostly basal/intermediate (78% of high-scoring cells) (Fig. 6d). Each tumor harbored on average 8% of cells scoring high for the Persist signature (ranging from 2% in tumor 173 to 23% in tumor 156) and 8% of cells scoring high for the PROSGenesis signature (ranging from 0.9% in tumor 153 to 33% in tumor 172) (Fig. 6e).

To reconcile the presence of these cells and their relative histopathological position, we assessed gene expression within two sections of primary untreated PC (prostate A and B) with spatial transcriptomics (see “**Methods**”). We reconstructed the gene expression signal from stromal and epithelial components in an average of 1682 spots per sample using clustering analysis and annotated the tissue architecture in 5 clusters of stromal tissue (ST), benign epithelium (BE), and adenocarcinoma (PC–AC) (Fig. 6f, Supplementary Fig. 6b). PROSGenesis and Persist signatures, as well as the companion model-derived cluster 10 signature, showed high expression scores within the sections compared to scores from housekeeping gene signatures (Fig. 6g, Supplementary Fig. 6c). We compared the score distributions of our signatures to the housekeeping gene set score distributions and determined the 90th percentile as a score cutoff for high expression by allowing for 5% false positives (see “**Methods**”). Spots with high signal were found interspersed in all five clusters in both sections (Fig. 6h, Supplementary Fig. 6d). In prostate A, however, spots scoring highly for the Persist signature were more prevalent in the PC–AC cluster compared with ST (*p* = 0.0049, chi-square test). Spots scoring highly for PROSGenesis were further enriched in the BE and PC–AC clusters compared with ST (*p* < 0.001 in both cases, chi-square test), while spots scoring highly for cluster 10 were enriched in the BE clusters compared to all other tissue regions (*p* < 0.001 for each comparison, chi-square test) (Fig. 6h). Concordant observations were made for PROSGenesis and cluster 10 signatures in prostate B (Supplementary Fig. 6d). To validate these findings, we undertook a similar approach to reanalyze spatial transcriptomics data from prostate sections 3.3, 1.2, and 2.4 from Berglund et al.^39^, which were annotated to contain a significant proportion of cancer. Similar to our initial observations, these sections showed enrichment of spots scoring highly for the PROSGenesis in the PC–AC clusters compared with ST or prostatic intraepithelial neoplasia clusters (Supplementary Fig. 6e–g). Spots scoring highly for cluster 10 were more prevalent in both benign and cancerous clusters. Taken together, these data suggest the presence of treatment-persistent cells interspersed within the primary untreated prostate tissue of PC patients with high metastatic potential.

Finally, we verified whether we could predict recurrence in primary PC patients using the signature genes derived from these cells. We interrogated legacy primary tumor TCGA PRAD (https://www.cancer.gov/tcga) (Fig. 7a**)** and early-onset PC (EOPC) ICGC^12^ RNA-seq data (Supplementary Fig. 7a) for our gene signatures of interest. Using all signatures for clustering, the TCGA PRAD cohort separated 54% of Gleason score (GS)-7 and 15% of GS-8+ patients that would not benefit from additional treatment, as they had relatively good prognosis (Fig. 7b). A similar trend was also observed in the ICGC cohort (Supplementary Fig. 7b). ENZ-induced cluster (Fig. 7c), PROSGenesis (Fig. 7d), Persist (Fig. 7e), and persistent cluster (Fig. 7f) gene signatures were the most significant contributors to cluster separation in the TCGA cohort, while NEPC-downregulated genes were the major determinant in the ICGC cohort (Supplementary Fig. 7c). In line with previous reports^2^, signatures reflecting AR activity (AR activity and full length AR) in these tumors were consistently associated with longer time to progression in the TCGA cohort (Fig. 7g, h), suggesting a better response to inhibition of AR signaling in AR-driven tumors. In the EOPC cohort, which is enriched in GS-7 tumors compared with the TCGA PRAD cohort, the persistent cluster and PROSGenesis signatures significantly stratified GS-7 patients (*p* = 0.034 and *p* = 0.021, log-rank test) (Supplementary Fig. 7d, e), suggesting the ability of these signatures to further refine GS-based risk stratification in patients and avoid overtreatment. High PROSGenesis score was associated with good prognosis together with the gene set from the initial cluster 10 (Fig. 7i). Individually, 8 out of 13 cluster-derived signatures showed association with PFS in the TCGA cohort (Fig. 7i), pointing at the utility of these signatures in PC patient risk stratification.

**Fig. 7:**
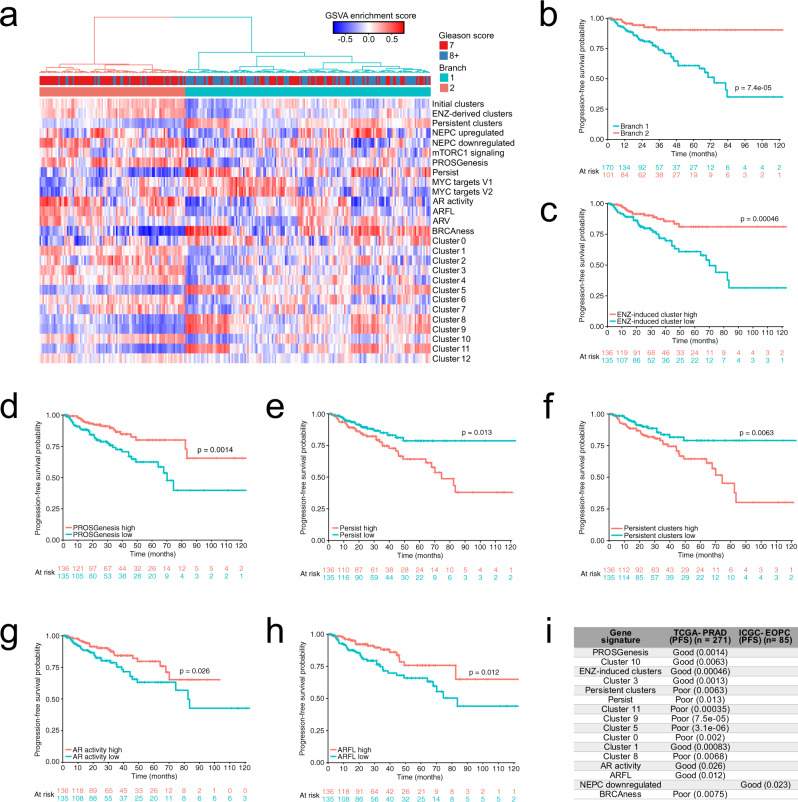
Transcriptional signals from persistent prostate cancer cells can be used to stratify untreated patients. **a** Heatmap of gene set variation analysis (GSVA) enrichment scores for all single-cell (sc)-derived gene signatures in the TCGA-PRAD cohort, including the marker gene sets for each scRNA-seq cluster. Hierarchical clustering of the GSVA scores was used to separate the samples into two groups, labeled Branch 1 and Branch 2. **b** Kaplan–Meier survival curve for TCGA–PRAD patients stratified into two groups as indicated in panel **a**. The two-sided log-rank *p*-value is shown within the plot. **c**–**h** Kaplan–Meier survival curves for TCGA–PRAD patients stratified into two groups based on median GSVA score for ENZ-induced cluster, PROSGenesis, Persist, persistent cluster, AR activity, and ARFL gene signatures. In each plot, the two-sided log-rank *p*-value is indicated above the plotted curves. **i** Summary table of gene signature GSVA score associations with progression-free survival (PFS) in the TCGA–PRAD and ICGC–EOPC datasets. Only gene signatures significantly associated with PFS in one or both datasets are shown. Good indicates that a higher score for the signature (a score higher than the median) is associated with better survival outcome, while poor indicates that a higher signature score is associated with worse survival outcome. Two-sided log-rank *p*-values are shown in parentheses. For each dataset, the header indicates the number of samples included. ENZ = enzalutamide, NEPC = neuroendocrine prostate cancer. See also Supplementary Fig. 7.

## Discussion

In this study, we provide a molecular perspective on the emergence of resistance to AR-targeted treatment at a single-cell level. Karthaus and colleagues recently found that luminal prostate cells that persist after ADT in a mouse model can contribute to tissue regeneration of the normal prostate epithelium by assuming stem-like transcriptional properties^30^. Using PC specimen tumor DNA, we recently showed the presence of subclones within primary tumors that preserve the ability to expand and metastasize years after treatment and that are found interlayered within different lesions of multifocal tumors^9^. Similarly, a recent work studying lung cancer metastases found that metastatic capacity arises from pre-existing and heritable differences in gene expression^40^. Here we find that during exposure to AR-targeting agents, a small proportion of persistent cells remain transcriptionally unperturbed by the treatment.

We visualize these cells in primary untreated PC specimens and find them to be enriched in cancerous regions of histopathologically relevant tumors using spatial transcriptomics, as well as interspersed in apparent benign tissue. As differentiating between benign basal epithelia and tumor epithelia remains one of the major questions of the PC field, understanding the presence and function of these persistent and potentially regenerative cells in histopathologically noncancerous regions warrants further studies. Our data show evidence of a hierarchical model of emergence of enzalutamide resistance^41^ in which treatment-persistent cells are able to regenerate the bulk of resistant cells. We describe the properties of the persistent cells using RNA velocity and show different intermediate states in alternative trajectories of treatment resistance. This process is partially driven by chromatin remodeling, which is consistent with chromatin-accessibility lineage priming^26,42^.

In PC, gain of function of bromodomain-containing proteins such as BRD4^43,44^ and ATAD2^44,45^, as well as loss of function of the chromatin remodeler CHD^14^, have been shown to contribute to PC progression and lineage plasticity in therapy resistance. This process is likely accompanied by chromatin reprogramming^20,44,46^. While many groups have focused on the effect of AR-targeted treatment on chromatin-associated factors such as CREB5^47^ or TFs such as GR^48^ and AR^49^, in this study, we found that exposure to AR-targeting agents increases the overall relaxation of the chromatin. While we used separate assays for scATAC-seq and scRNA-seq in different cells, we were able to integrate these data using the label-transfer method across datasets. These analyses revealed that subpopulations of cells with different chromatin states may lead to multiple transcriptional configurations, including those of persistent cells. Availability of chromatin accessibility and gene expression data from the same cell would further reduce technical variation and enable more in-depth characterization of these configurations. Using cell-line models mimicking alternative trajectories of treatment resistance, we infer that differential DNA motif exposure determined by chromatin structure may partially contribute to TF activity-mediated transcriptional reprogramming in the different cell subpopulations induced by enzalutamide exposure. According to this analysis, specific subpopulations of PC cells are more subject to TF activity reprogramming than others. This is consistent with recent studies showing simultaneous detection of multiple transcription factors on single DNA molecules and TF cooccupancy frequently occurring at sites of competition with nucleosomes^18^.

We show that treatment-persistent cells have high cell cycle turnover, compatible with high regenerative potential^50,51^, and identify the transcriptional features characterizing this cell population. As these features have been associated with more aggressive tumors, we developed transcriptional signatures based on two cell states: one state renamed PROSGenesis derived from ADT-treated prostate cells by Karthaus et al.^30^ and another state that we called Persist that was associated with persistent cells during the emergence of ENZ resistance. PROSGenesis, Persist, and associated signatures can capture different tumor types and stratify ARSI-exposed CRPC patients’ outcome. Moreover, we show that in primary PC patients undergoing ADT treatment, high signature scores in treatment-naive specimens are associated with shorter time to progression (biochemical recurrence). Interestingly, in primary treatment-naive patients, high score for PROSGenesis is associated with longer response to ADT, possibly due to the stronger contribution of AR activity in these tumors. Overall, we have identified and characterized gene signatures that can be used to profile subpopulations of treatment-persistent cells with regenerative properties that foster alternative trajectories of AR-targeted treatment-resistant PCs.

## Methods

### Cell lines and culture

LNCaP and VCaP cell lines were obtained from American Type Culture Collection (ATCC; LGC Standards), authenticated periodically (HPA cultures or Eurofins), and tested for mycoplasma contamination monthly. RES-A and RES-B cells were generated by prolonged exposure to the second-generation anti-androgens enzalutamide and RD-162. RES-A was generated by passaging LNCaP cells in increasing concentrations of enzalutamide for 9.5 months, whereas RES-B was generated by continuous treatment with 10 µM RD-162 for 13 months^16^. LNCaP parental (ATCC), RES-A, and RES-B cells were cultured in RPMI 1640 (Sigma R0883) supplemented with 10% FBS (Sigma F7524), 2 mM Alanyl-glutamine (Sigma G8541), 1 mM sodium pyruvate (Merck TMS-005-C), 2.5 g/L glucose (Sigma G8769), and 1x Antibiotic–Antimycotic (Gibco, 15240062) in a humidified 37 °C incubator with 5% CO_2_. RES-A and RES-B cells additionally received 10 µM enzalutamide (MedChemExpress HY-70002) with each cell splitting/feeding. VCaP cells were cultured in DMEM (Gibco) supplemented with 10% FBS in a humidified 37 °C incubator with 5% CO_2_.

For experimental treatments, ~1 × 10^6^ cells were seeded into 5-cm culture plate dishes, and allowed to settle before exposure to 10 µM enzalutamide or DMSO vehicle control (0.1%) for 48 h or 168 h. The additional LNCaP cells (ATCC) and RES-C cells were cultured in a humidified CO2 incubator at 37 °C in Gibco™ RPMI 1640 (1X) media (Thermo Fisher Scientific) supplemented with 10% FBS (Gibco standard FBS, Thermo Fisher Scientific), 2 mM L-Glutamine (Gibco^®^, Thermo Fisher Scientific), and a combination of 100 U/ml Penicillin and 100 μg/ml Streptomycin (Gibco^®^ Pen Strep, Thermo Fisher Scientific). The enzalutamide resistant LNCaP RES-C cell line was generated by passaging of LNCaP cells with continuous treatment with 10 µM enzalutamide for nine months and maintained in the same medium as LNCaP except for the supplementation with 10 µM enzalutamide.

### Generation of resistant VCaP subline derivatives and RNA-seq

The androgen-sensitive VCaP cell line (passage (p.) 15) was a gift from Dr. Tapio Visakorpi, Tampere University, Finland. Cells were cultured in RPMI 1640 supplemented with 10% DCC–FBS, 1% L-glutamine, 1% A/A, and 10 nM testosterone (T) for seven months to establish T-dependent subclone VCaP-T. VCaP-T cells were then cultured at low testosterone (0.1 nM) for 10 months to establish VCaP-CT, an androgen-independent cell line able to grow despite low testosterone. VCaP-CT was then cultured at 10 µM enzalutamide until the cells regained the ability to grow despite enzalutamide, creating enzalutamide resistant cell line VCaP-CT-ET. Another cell line was created by incubating first VCaP-CT cells with bicalutamide and subsequently with enzalutamide upon reaching bicalutamide insensitivity. Ultimately these cells also gained the ability to grow despite enzalutamide, creating the multiresistant cell line VCaP-CT-BR-ER.

RNA sequencing of the VCaP cells was performed with Illumina HiSeq 3000. We sequenced 3 replicates, obtaining an average of 111 million paired-end reads per sample. Reads were aligned using STAR aligner v2.5.4b^52^ and Ensembl reference genome GRCh38. Genewise read counts were quantified using featureCounts v1.6.2^53^ and Gencode release 28 annotations.

### Single-cell sample preparation and sequencing

LNCaP parental (treated for 48 h with enzalutamide or DMSO), RES-A, and RES-B cells were harvested with 0.05% Trypsin-EDTA (Sigma T3924). After neutralization with complete medium, centrifugation (300 × *g* for 5 min), and resuspension in PBS/0.5% BSA, the cells were filtered through a 35-µm Cell Strainer (Corning 352235) and a single-cell suspension of living cells was acquired through sorting on a FACS Aria II cell sorter. The cell concentration of the single-cell suspension was assessed with a Countess II FL Automated Cell Counter and ~3 × 10^4^ cells were pelleted (300 × *g* for 5 min) for further processing for using the Chromium Single Cell 3′ Library, Gel Bead & Multiplex Kit, and Chip Kit (v3, 10x Genomics).

For the additional LNCaP parental and RES-C cells, 1 million cells were thawed in RPMI (Gibco) with 10% FBS (Gibco) and centrifuged at 300 g for 5 min. The cells were then suspended in PBS with 0.04% BSA (Ambion) and filtered with Flowmi™ cell strainer (Bel-Art). Before loading, the cells’ viability and concentration was determined using Trypan blue with Cellometer Mini Automated Cell Counter (Nexcelom Bioscience). Chromium Single Cell 5′ RNA-seq was performed using the 10X Genomics Chromium technology, according to the Chromium Next GEM Single Cell V(D)J Reagent Kits v1.1 kit User guide CG000208 Rev D with loading concentration of 1000–2000 cells/µl.

The LNCaP–ENZ168, VCaP, and VCaP–ENZ48 single-cell RNA-seq samples were prepared with Drop-seq^54^ using the Dolomite cell encapsulation system (Dolomite Bio). Cells were trypsinized with TrypLE^TM^ Express Enzyme (ThermoFisher Scientific, #12604021), spun down (5 min at 300 × *g*), and washed with 0.1% BSA–PBS. After pelleting, the cells were resuspended in plain PBS and passed through a 40-micron filter. The number of viable cells was estimated with the use of trypan blue staining and Fuchs–Rosenthal hemocytometer chamber. The concentration of cells was brought down to 3 × 10^5^ cells/mL in 0.1% BSA–PBS. For single-cell encapsulation, single-cell suspension, beads in lysis buffer and oil were connected with the loops and tubing to the Mitos P pumps and run through the glass microfluidic chip at the following flow rates: 100 μL/min (Oil channel), 20 μL/min (Bead channel); 350 mbar (Cell channel). Droplets were separated by centrifugation and beads counted with the use of Fuchs–Rosenthal hemocytometer chamber and up to 90000 beads were collected into one tube for reverse transcription reaction, exonuclease treatment, and amplification of cDNA library according to the original protocol^54^. Tagmentation of cDNA was performed with the Nextera XT DNA Library Preparation Kit (Illumina, #FC-131-1024). The PCR product was cleaned up with AMPure XP beads, eluted in 10 μL of H_2_O, and sequenced using Illumina HiSeq 2500 Rapid run.

For scATAC-seq, cell nuclei were isolated following the 10x Genomics Demonstrated Protocol for Single Cell ATAC Sequencing (CG000169-Rev C). Briefly, the cell suspension was washed once in PBS/0.04% BSA, and 2 × 10^5^ cells were pelleted (300 × *g* for 5 min), resuspended in 100 µl of freshly prepared lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20, 0.1% NP40 Substitute, 0.01% Digitonin, and 1% BSA), and incubated on ice for 4 min (LNCaP parental cells), 6 min (RES-A), or 5 min (RES-B). The lysates were diluted with 1 ml of wash buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20, 1% BSA), and the nuclei were pelleted (500 × *g* for 5 min) and resuspended in 30 µl of 1× Nuclei Buffer (10× Genomics PN-2000153). Successful preparation of intact, isolated nuclei was confirmed through visual inspection in a phase-contrast microscopy, and nuclei concentration was assessed with a Countess II FL Automated Cell Counter, before proceeding immediately to processing for single cell ATAC sequencing using 10× Chromium, 10× Genomics library preparation and the Chromium Single Cell ATAC Reagent Kits (v1) User Guide (CG000168 Rev D).

Sequencing was performed on the Illumina NextSeq500 instrument at the genomics core facility at the Oslo University Hospital, while sequencing of the additional LNCaP parental and RES-C was performed with Novogene Company Limited, Cambridge, UK’s sequencing core facility was used with a PE150 NovaSeq sequencer, aiming at 50000 reads per cell.

For scRNA-seq, sequencing reads were processed into FASTQ format and single-cell feature counts using Cell Ranger v3.0.2^55^. Similarly, Cell Ranger ATAC v1.1.0^56^ was used to process sequencing reads from scATAC-seq into FASTQ format and peak-barcode counts. In both cases, we used the Cell Ranger prebuilt GRCh38 reference. The LNCaP–ENZ168, VCaP, and VCaP–ENZ48 Drop-seq samples were preprocessed, aligned, and processed to cell count matrices with the Drop-seq tools v2.3.0 pipeline (as described in https://github.com/broadinstitute/Drop-seq/blob/master/doc/ Drop-seq_Alignment_Cookbook.pdf) using default parameters and with the expectation that each sample contained 1000 cells^54^. The pipeline uses the STAR aligner v2.7.3a^52^ and Picard Tools v2.18.22 (http://broadinstitute.github.io/picard/). We utilized the human reference genome version GRCh38, along with Gencode annotations version 33.

### Formaldehyde-assisted isolation of regulatory element (FAIRE) sequencing and analysis

FAIRE was performed on parental and RES-A cells in biological triplicate according to the standard protocol^57^. Prior to FAIRE-seq, cells were cultured for three days in RPMI medium supplemented with 5% DCC FBS and 10 µM enzalutamide was added only to the resistant cell line. Both sublines were then treated with DMSO (control), DHT (10 nM; Sigma Aldrich), enzalutamide (10 µM, Selleckchem), or a combination of DHT and enzalutamide for 18 h. The DNA fragments isolated by FAIRE were used for library preparation with the Roche KAPA library prep kit according to the manual and sequenced on the Illumina HiSeq 2500 to produce 50-bp single-end reads at the Genomics core (KU Leuven) and aligned using bwa v0.7.8-r455^58^ against hg19. Duplicates were marked and realigned using Picard 1.118. Peak calling was performed on the aligned files using MACS2 v2.1.0^59^. MSPC v4.0.2^60^ was used to jointly analyze the peaks called in the three replicates from each sample. DiffBind v2.14.0^61^ was used to explore peak overlaps and to derive consensus peak sets. Read-distribution analysis around common peak sites, MYC-binding sites, and AR-binding sites was performed by counting the average number of reads across replicates for each sample condition in 100 bp bins extending 1 kb up- and downstream of the sites. The read counts were normalized using the average read counts at the flanks of the distribution (100-bp on both sides). The value at the center (position 0) of the distributions was compared between samples using the *t*-test to assess for differences in chromatin openness at these sites.

### Software and statistical testing

Software and tools utilized in this study are described in Supplementary Table 2. Analyses were performed using R v3.6.3 or Python v3.7.0, unless otherwise stated. Statistical testing was performed using R v3.6.3. Statistical tests used are indicated in the text and in figure legends. All statistical tests were two-sided. The Shapiro–Wilk test was used to test for normality.

### Single-cell RNA preprocessing and quality control

The Cell Ranger output was used as the input to Seurat v3.2.0^24,62^ for further analysis of the scRNA-seq samples. For each sample, poor-quality cells were filtered based on the number of detected genes, the total number of molecules detected, and the percentage of reads arising from the mitochondrial genome. Specific filtering thresholds for each sample and the associated quality metrics are shown in Supplementary Data 4. To address the effects of cell cycle heterogeneity in the data, each cell was scored for its expression of genes associated with S or G2/M phases (gene sets provided within Seurat) using the Seurat CellCycleScoring function. The difference between the G2/M- and S-phase scores was regressed out using sctransform^63^.

### Single-cell RNA clustering

The mutual nearest neighbor approach fastMNN^64^ was used to integrate the four LNCaP samples using 2000 integration features and account for batch effect. Clustering using default parameters and uniform manifold approximation and projection (UMAP) nonlinear dimensionality reduction were performed using Seurat v3.2.0, and we refer to the result as our integrated clusters. The marker genes of each cluster (genes differentially expressed in each cluster compared with all other clusters) and differentially expressed genes between samples were identified with Seurat using the generalized linear model MAST framework v1.12.0^65^, using the number of RNA reads as a latent variable. A gene was considered to be differentially expressed with Bonferroni-corrected *p*-value < 0.01, at least 10% of the cells in the cluster expressing the gene, and an average log-fold change of at least 0.25.

### Single-cell RNA cluster and sample characterization

We utilized hallmark gene sets from the Molecular Signatures Database (MSigDB) v7.0^66,67^ to characterize clusters and samples based on their differentially expressed genes. Gene set variation analysis (GSVA) was performed using the GSVA package v1.34.0 to characterize the average expression profile of each cluster. See the “Bulk RNA-seq and clinical data analysis” section for a more detailed description of the method. To characterize the gene expression changes within each cluster between samples, all genes were ranked based on their average log-fold change. The fgsea package v1.14.0 was then used to perform gene set enrichment analysis for the MSigDB hallmark gene sets using 1000 permutations. The differentiation potential of each cell in each sample was predicted using cytoTRACE v0.3.3^31^ using R v4.0.4. The RNA velocities of single cells in the scRNA-seq samples were assessed using scVelo v0.2.2^68^. Loom input files for scVelo were generated from the FASTQ files of each sample using loompy v3.0.0, and the metadata for running scVelo (filtered cell identifiers, UMAP coordinates, and cluster information) were extracted from the integrated Seurat object and integrated with the Loom files.

### Single-cell ATAC preprocessing and quality control

The output of the Cell Ranger ATAC pipeline was used as the input to Signac package v0.2.5^69^ for further analysis of the scATAC-seq samples. For each sample, poor-quality cells were filtered based on the following features: strength of nucleosome-binding pattern, transcription start site enrichment score as defined by ENCODE, total number of fragments in peaks, fraction of fragments in peaks, and percentage of reads in ENCODE-blacklisted genomic regions. Specific filtering thresholds for each sample and the associated quality metrics are shown in Supplementary Data 4. Data normalization and dimensionality reduction was performed using Signac with latent semantic indexing (LSI), consisting of term frequency-inverse document frequency (TF-IDF) normalization and singular-value decomposition (SVD) for dimensionality reduction, using the top 50% of peaks in terms of their variability across the samples. The first LSI component reflected sequencing depth across the samples and was not utilized in downstream analyses.

### Single-cell ATAC clustering and analysis

Integrated clustering of the scATAC-seq samples was performed with harmony v1.0^70^ using LSI embeddings. The resulting harmony-adjusted cell embeddings were used as input in the Signac package for UMAP nonlinear dimensionality reduction and clustering using default parameters and the smart local moving (SLM) algorithm for modularity optimization.

A pseudobulk analysis of changes in chromatin accessibility in the scATAC-seq samples was performed by pooling the reads from all good-quality cells in each sample. Transcription start site enrichments were generated using the TSSEnrichment function in Signac. Chromatin-accessibility tracks based on fragment coverage were generated using the Signac CoveragePlot function. Overrepresentation of Reactome pathways was assessed using ReactomePA v1.30.0^71^. Differentially accessible regions in the clusters were identified using Signac with a logistic regression model that predicts group membership based on each gene and uses a likelihood-ratio test to compare the result to a null model, with the total number of peaks as a latent variable. Regions were considered differentially accessible with Bonferroni-corrected *p*-value < 0.05, at least 10% of the cells showing accessibility in the region, and an average log-fold change of at least 0.25. Differentially accessible regions were annotated with their closest gene using the Signac ClosestFeature function. Visualization of differentially accessible regions in clusters between samples was generated using R package ggradar v0.2.

### Transcription factor motif enrichment of scATAC-seq and transcriptional output

Transcription factor motif enrichment was performed using Signac in differentially accessible chromatin regions between sample conditions and between clusters in each sample with R package TFBSTools v1.26.0, R package BSgenome.Hsapiens.UCSC.hg38 v1.4.1, and JASPAR database position-frequency matrices retrieved from the R JASPAR2018 data package v1.1.1. The hypergeometric test was used to test for significant motif enrichments, taking into account sequence characteristics of the chromatin regions (e.g., GC frequency). *P*-values were adjusted with the Benjamini–Hochberg method and motifs with adjusted *p*-values less than 0.05 were considered to be enriched. Transcription factors that are known to play a role in PC were filtered based on their expression in the single-cell dataset. Chromatin states in scATAC-seq (as defined by the enriched TFs in differentially open-chromatin regions) were connected to transcriptional outputs in the scRNA-seq by assessing for overlap between the target genes of enriched transcription factors and differentially expressed genes in the scRNA-seq clusters. Transcription factor target genes were obtained using the GTRD database v18.06^72^ and selecting those with differentially accessible regions observed between castration-resistant prostate cancer and prostate cancer patients in Uusi-Mäkelä et al^46^.

### Integration of scRNA-seq datasets and scRNA- and scATAC-seq datasets using label transfer

The clusters identified from the integrated clustering of scRNA-seq from LNCaP, LNCaP–ENZ48, RES-A, and RES-B (Fig. 3a) were queried in additional scRNA-seq samples (alternative LNCaP parental, LNCaP–ENZ168, RES-C, VCaP parental, and VCaP–ENZ48) (Fig. 1a) using the label-transfer approach implemented in Seurat v3.2.0^24^. The additional scRNA-seq samples were individually clustered and anchors were identified for each additional scRNA-seq sample (the query) and the LNCaP-integrated clusters (the reference). This was done using the FindTransferAnchors function with principal component analysis (PCA). The anchors were used to transfer cluster-label identifiers between the two data types using the TransferData function. Each cell in the query was assigned the cluster label with the highest prediction score, and only query cells with prediction scores above 0.5 were considered to have been successfully label transferred.

LNCaP, LNCaP–ENZ48, RES-A, and RES-B had scRNA-seq and scATAC-seq data available from each sample (Fig. 1a). These data types were integrated using the cluster-label transfer procedure as implemented in Signac v0.2.5 and Seurat v3.2.0. Each scRNA-seq sample was clustered individually and its cluster labels were projected onto the matching, individually clustered scATAC-seq sample, or vice versa. The clustering resolution of each sample was assessed and decided using clustree v0.4.3^73^. Briefly, RNA-seq expression levels were imputed from the scATAC-seq data by defining for each gene a genomic region, including the gene body and 2 kb upstream of the transcription-start site and taking the sum of scATAC-seq fragments within the region. Anchors were identified for condition-matched scRNA- and scATAC-seq samples using the FindTransferAnchors function and canonical correlation analysis (CCA) was performed on the scRNA expression values and the scATAC-imputed gene expression values. The anchors were used to transfer cluster-label identifiers between the two data types using the TransferData function. Each cell in the query was assigned the cluster label with the highest prediction score, and only query cells with prediction scores above 0.3 were considered to have been successfully label transferred. We tested various prediction-score thresholds and found that approximately 50% or more cells were label transferred between data types in all samples using a threshold of 0.3 (Supplementary Table 3).

### Signature gene selection

To generate the PROSGenesis signature, we extracted the gene expression profile associated with the regenerative mouse prostate luminal 2 cells reported in Karthaus et al.^30^ and found 78 genes with homologs in humans that were profiled in our scRNA-seq dataset. The mTORC1 signaling and MYC target gene signatures were obtained from the hallmark gene sets from the Molecular Signatures Database (MSigDB). Other signature gene sets were retrieved from previous publications or from our scRNA-seq data analysis as indicated in the main text.

### Bulk RNA-seq and clinical data analysis

Each gene signature or set was assessed for enrichment and scored in a sample using the GSVA package v1.34.0, which is a nonparametric, unsupervised method for estimating gene set enrichment of each sample from gene expression data. For GSVA analysis, first, scale normalization at the seventy-fifth percentile based on the DSS package^74^ was applied to the raw read counts from samples in datasets where these counts were available. For the TCGA and ICGC cohorts, we then filtered out genes with a zero count in any of the tumor samples. For each gene, GSVA performed a Poisson kernel transformation based on its empirical cumulative density function (CDF) across all samples. For RNA-sequencing datasets where only log-normalized expression values rather than raw counts were available, Gaussian kernels were utilized instead of Poisson kernels in the GSVA calculation. The kernel-transformed expression values were then converted to ranks for each sample across all genes and the ranks were normalized to centered at zero. Next, for a given gene signature or set, following a similar procedure as GSEA^67^, the Kolmogorov–Smirnov-like random-walk statistics were calculated using the normalized ranks based on two statistics: (1) a running sum of the genes that belong to the gene set. It is denoted as *S*_1_. (2) A running sum for the genes that do not belong to the gene set. It is denoted as *S*_2_. For sample *j*, and gene signature *k*, we define $$E{S}_{jk}^{+}$$ as the largest positive deviations from zero of *S*_1_–*S*_2_, and $$E{S}_{jk}^{-}$$ as the smallest negative deviations from zero of *S*_1_–*S*_2_. The final GSVA-enrichment score of sample *j* and gene signature *k* is $$|E{S}_{jk}^{+}|-|E{S}_{jk}^{-}|$$. The GSVA enrichment score emphasizes genes in pathways that are concordantly activated in one direction only, either overexpressed or underexpressed relative to the overall population. For pathways containing genes strongly acting in both directions, the deviations of $$|E{S}_{jk}^{+}|$$ and $$|E{S}_{jk}^{-}|$$ will cancel each other out and show little or no enrichment.

In cases where the expression of a gene set was assessed at the single-cell level, the AddModuleScore function in Seurat was used to generate an average expression score per cell. Survival analyses were performed using the survival package v3.2-3 and Kaplan–Meier curves were plotted using the survminer package v0.4.8. For single-signature survival analyses, median GSVA score was used to stratify patients into low- and high-expressing groups for the signature. For survival analyses of multiple signatures, samples were clustered using their GSVA-enrichment scores for each signature using Euclidean distance and hierarchical clustering. The clustering result was then used to define the two-group split of samples for the survival analysis.

We utilized a published scRNA-seq dataset of PC patient tumor samples from Chen et al.^38^ to assess for the presence of our gene signatures in different cell types. The data were processed and visualized according to the code provided as part of the publication (https://github.com/chensujun/scRNA) using Seurat v3.2.0. Cell types were identified from the data using the marker genes reported in Fig. 1B of the publication.

### Spatial transcriptomics analysis of primary prostate cancer tissue

Two sections of cryopreserved PC tissue were obtained from one patient (pT = 2b, T1c, Gleason 6, PSA 3.5 ng/mL). The use of clinical material was approved by the ethical committee of the Tampere University Hospital. Written informed consent was obtained from the donor. The tissue sections were profiled for spatial transcriptomics using the Visium Spatial library preparation protocol from 10x Genomics with a resolution of 55 µm (1–10 cells) per spot. The tissues were cryosectioned at 10-µm thickness to the Visium library preparation slide, fixed in ice-cold 100% methanol for 30 min, hematoxylin and eosin (H&E) stained with KEDEE KD-RS3 automatic slide stainer, and the whole slide was imaged using Hamamatsu NanoZoomer S60 digital slide scanner.

Sequencing library preparation was performed according to the Visium Spatial Gene Expression user guide (CG000239 Rev D, 10x Genomics) using a 24-min tissue-permeabilization time. Sequencing was done on the Illumina NovaSeq PE150 sequencer at Novogene Company Limited, Cambridge, UK’s sequencing core facility, aiming at 50,000 read pairs per tissue-covered spot.

Sequenced data were first processed using Space Ranger v1.2.0 from 10x Genomics to obtain per-spot expression matrices for both sections. Downstream processing and clustering was then performed using Seurat v3.2.0. Normalization of the data was performed with sctransform to account for differences in sequencing depth across spots. Clustering was performed using the FindClusters function using a resolution parameter value of 0.8. The resulting clusters were found to correspond to histological characteristics of the tissue. The AddModuleScore function of Seurat was used to score the spots for our scRNA-seq-derived gene signatures, as well as length-matched random housekeeping gene signatures from the Housekeeping and Reference Transcript Atlas v1.0^75^. The distributions of the gene expression scores for the housekeeping gene sets and our scRNA-seq signatures were compared to determine the 90th percentile as a score cutoff at which we considered a spot to have high expression of the scRNA-seq signature, allowing for 5% false positives (spots scoring above the threshold for housekeeping gene sets).

To validate our spatial transcriptomics findings, we utilized prostate sections 1.2, 2.4, and 3.3 from the spatial transcriptomics publication by Berglund et al.^39^. H&E images and spot count matrices were provided by the Lundeberg lab. Processing, clustering, and signature scoring of the data was performed identically to sections of prostate A and B, but requiring that each spot would have a minimum of 500 read counts. Similar to the analysis for prostate A and B, the 90th percentile cutoff for high- versus low-scoring spots for the gene set enrichment was assessed and confirmed using comparisons to housekeeping gene set scores for each spot.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

The single-cell RNA, single-cell ATAC, FAIRE-seq, and RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) archive under accessions GSE168669 and GSE168733. The spatial transcriptomics data are available at the European Genome-Phenome Archive (EGA) under identifier EGAS00001000526. Other publicly available datasets utilized but not generated in this study were AR- and c-MYC-binding site maps (GEO archive: GSE73994), bulk RNA sequencing of LNCaP samples analyzed using single-cell methods in this study (GEO archive: GSE130534), xenografts of AR-positive/NE-negative and AR-negative/NE-positive CRPC tumors (GEO archive: GSE124704 and GSE126078), single-cell RNA-seq of 13 treatment-naive prostate tumor samples (GEO archive: GSE141445), LNCaP xenograft models of CRPC (Supplementary File 1 in King et al., 2017 [10.18632/oncotarget.22560]), patient RNA sequencing from enzalutamide responders and nonresponders [10.1073/pnas.1922207117], RNA sequencing from SU2C CRPC patient samples [10.1073/pnas.1902651116], RNA sequencing from SU2C West Coast DT patient samples [10.1016/j.cell.2018.06.039], spatial transcriptomics data from prostate tissue sections 1.2, 2.4, and 3.3 [10.1038/s41467-018-04724-5], TCGA-PRAD RNA-seq [https://portal.gdc.cancer.gov/], and ICGC-EOPC RNA-seq [10.1016/j.ccell.2018.10.016]. Databases utilized in the study were the Molecular Signatures Database (MSigDB) v7.0 (http://www.gsea-msigdb.org/gsea/msigdb/index.jsp), the GTRD database v18.06 (https://gtrd.biouml.org/), and the Housekeeping and Reference Transcript Atlas v1.0 (http://www.housekeeping.unicamp.br/). The remaining data are available within the article, Supplementary Information, or Source Data file. Unique biological materials are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Single-cell ATAC and RNA sequencing reveal pre-existing and persistent cells associated with prostate cancer relapse
**Source:** Nat Commun. 2021 Sep 6;12:5307. doi: 10.1038/s41467-021-25624-1
**Supplement:** Supplementary file 1 — Supplementary Information

# **Single-cell ATAC and RNA sequencing reveal pre-existing and persistent cells associated with prostate cancer relapse**

Taavitsainen S, et al.

## **Supplementary Information**

## Supplementary Figures

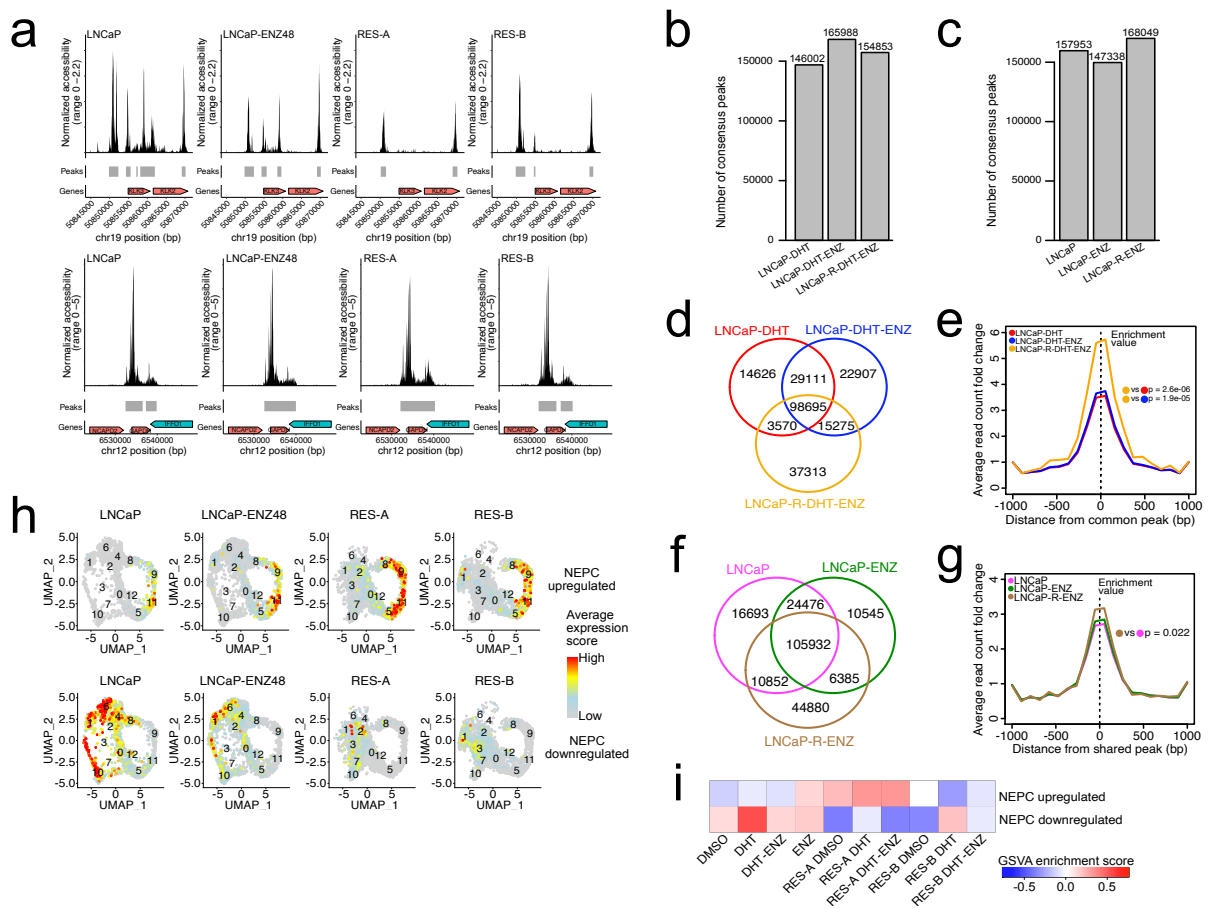

**Supplementary Fig. 1 (Relative to Figure 1).** (a) Normalized chromatin accessibility for the LNCaP, LNCaP-ENZ48, RES-A, and RES-B samples at the *KLK2/KLK3* locus and the *GAPDH* locus. The y-axis depicts the average frequency of DNA fragments sequenced from the regions. The locations of peaks in each sample are shown as grey boxes. (b-c) Barplots of consensus formaldehyde-assisted isolation of regulatory elements (FAIRE)-seq peaks in LNCaP samples treated with androgens or in castrate conditions (three biological replicates per condition). (d) Venn diagram of FAIRE-seq peaks shared or unique to LNCaP samples in the presence of androgens (dihydrotestosterone, DHT). The enzalutamide (ENZ)-resistant (R) sample had a higher proportion of unique open chromatin sites compared to the LNCaP parental (24% vs 12% unique open sites,  $p < 2.2e-16$ , chi-square test). (e) Normalized average FAIRE-seq read distribution within a 2kb interval around FAIRE-seq sites shared by LNCaP samples in the presence of androgens. Sample comparisons of enrichment values at the middle of the distribution are indicated using colored dots and the two-sided t-test p-values are shown within the plots. (f) Venn diagram of FAIRE-seq peaks shared or unique to LNCaP samples in androgen-deprived conditions. The LNCaP ENZ-resistant sample was found to have a higher proportion of unique open chromatin sites compared to the LNCaP parental (27% vs 9% unique open sites,  $p < 2.2e-16$ , chi-square test). (g) Normalized average FAIRE-seq read distribution within a 2kb interval around FAIRE-seq sites shared by LNCaP samples in androgen-deprived conditions. The sample comparison of enrichment values at the middle of the distribution is indicated using colored dots and the two-sided t-test p-value is shown within the plot. (h) Feature plot showing the average expression score

of each cell in the four LNCaP scRNA-seq samples for the neuroendocrine prostate cancer (NEPC) up- and downregulated gene sets. Red indicates high expression and grey indicates low expression. The clusters are labeled with numbers in each plot. **(i)** Gene set variation analysis (GSVA) enrichment scores for NEPC up- and downregulated genes in bulk RNA sequencing of LNCaP exposed to various treatments.

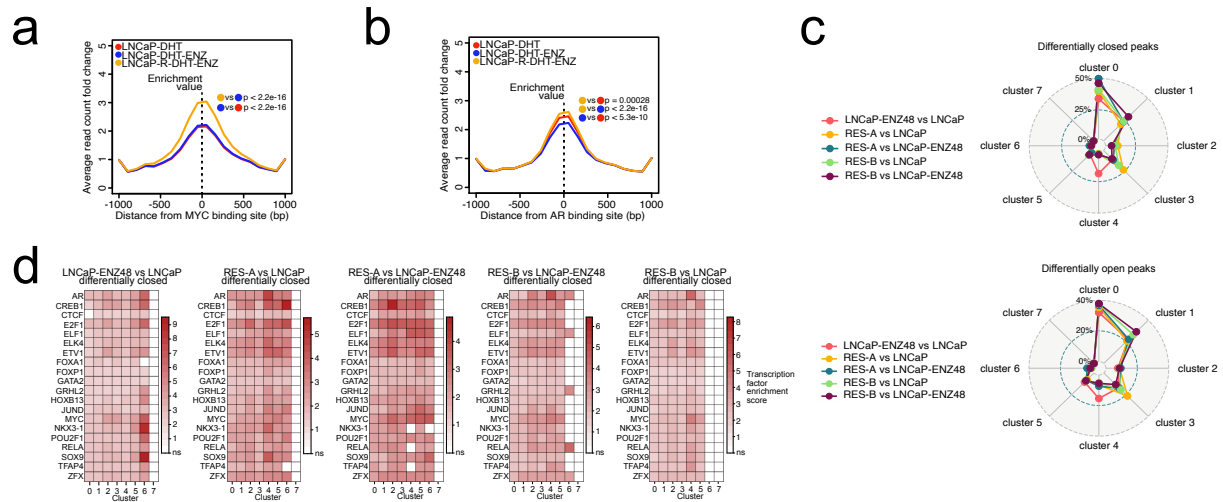

**Supplementary Fig. 2 (Relative to Figure 2).** (a-b) Normalized average formaldehyde-assisted isolation of regulatory elements (FAIRE)-seq read distribution of LNCaP samples in androgen-exposed conditions within a 2kb window around (a) MYC binding sites and (b) AR binding sites. Sample comparisons of enrichment values at the middle of the distribution are indicated using colored dots and the two-sided t-test p-values are shown within the plots. (c) Radar plots of open and closed differentially accessible chromatin regions (DARs) in pairwise sample comparisons, shown as a percentage of the total open or closed DARs between sample conditions. (d) Prostate cancer-associated transcription factor motif enrichments in closed DARs in pairwise sample comparisons. Enrichments with a Benjamini-Hochberg method adjusted hypergeometric test p-value  $< 0.05$  are shown in shades of red, while non-significant (ns) enrichment are shown in white. ENZ = enzalutamide, DHT = dihydrotestosterone.

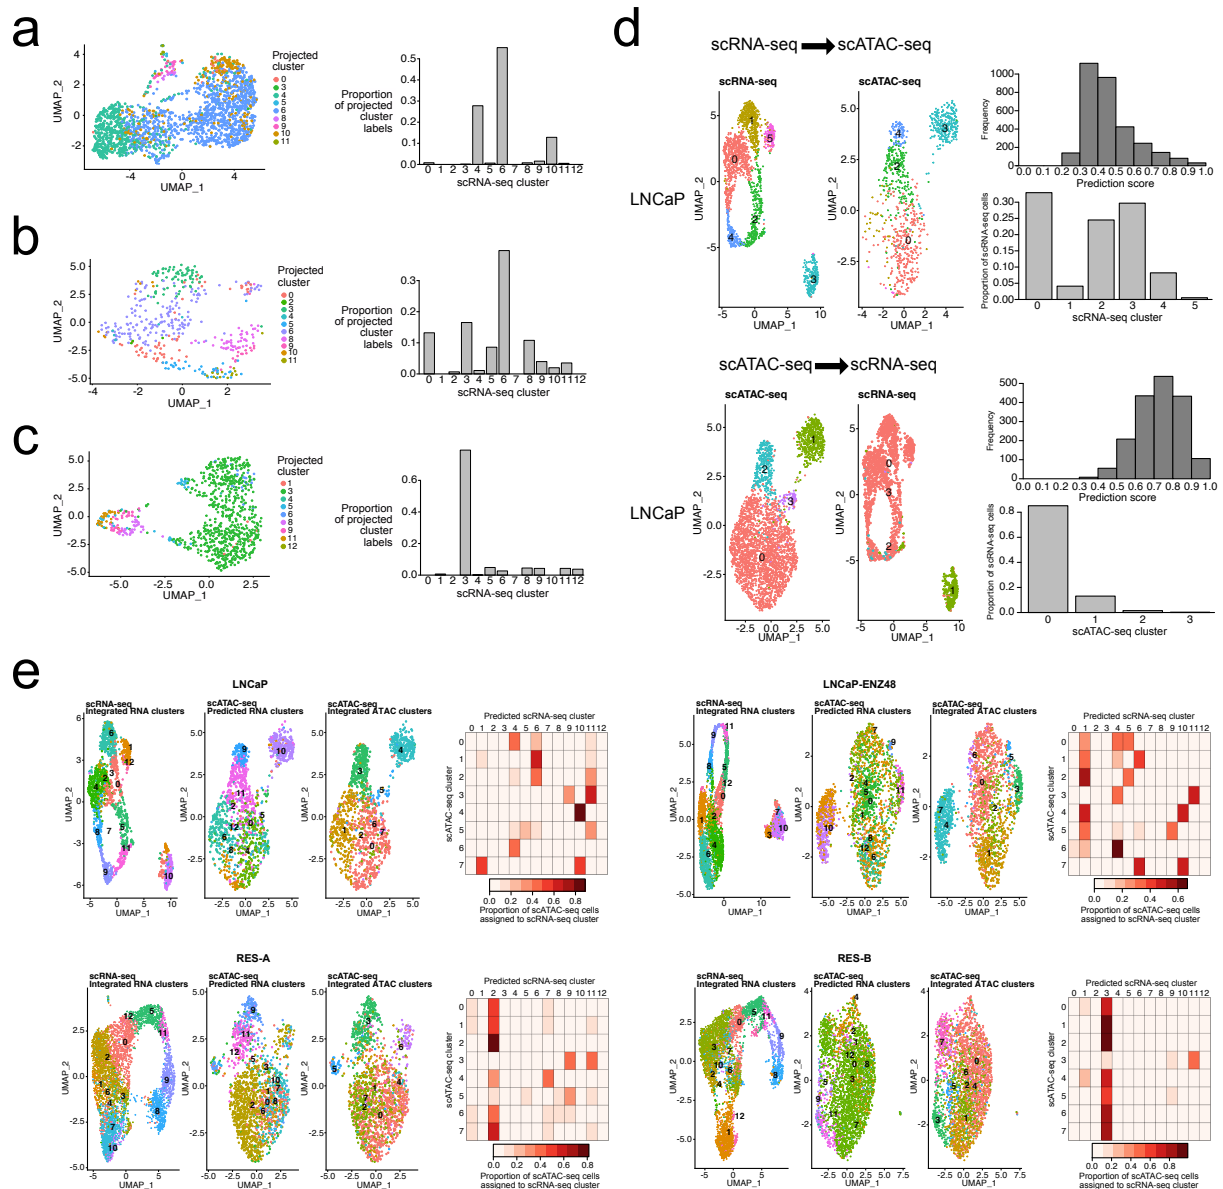

**Supplementary Fig. 3 (Relative to Figure 3).** (a) Cluster label transfer from integrated clustering of the single-cell (sc) RNA-seq data to an LNCaP sample treated with DMSO from an external dataset. Each cell is colored according to the scRNA-seq cluster that it is predicted to belong to. The barplot shows the proportion of the projected cluster labels for each scRNA-seq cluster. (b) Cluster label transfer from integrated clustering of the scRNA-seq data to an enzalutamide (ENZ)-resistant LNCaP sample treated with ENZ for 9 months (RES-C). Each cell is colored according to the scRNA-seq cluster that it is predicted to belong to. The barplot shows the proportion of the projected cluster labels for each scRNA-seq cluster. (c) Cluster label transfer from integrated clustering of the scRNA-seq data to a scRNA-seq LNCaP sample treated with ENZ for 168 hours (LNCaP-ENZ168). For the LNCaP-ENZ168 sample, each cell is colored according to the scRNA-seq cluster that it is predicted to belong to. The barplot shows the proportion of the projected cluster labels for each scRNA-seq cluster. (d) Sample-wise transfer of cluster labels from scRNA-seq to scATAC-seq, and from scATAC-seq to scRNA-seq, exemplified in parental LNCaP. For each cluster label transfer direction, the prediction scores of the assigned cluster labels for each cell in the query are plotted as a histogram, and the proportion of query cells assigned to

each cluster from the reference is shown as a barplot. In the top figure set, the scRNA-seq clusters are used as the reference and projected onto the scATAC-seq cells. In the scATAC-seq UMAP, cells that could be assigned a cluster label from the scRNA-seq with a prediction score of 0.5 or higher are colored according to their predicted scRNA-seq cluster assignment. In the bottom figure set, the cluster label transfer process is performed by using the scATAC-seq clusters as the reference and projecting the cluster labels onto the scRNA-seq cells. **(e)** Sample-wise transfer of cluster labels from scRNA-seq to scATAC-seq for the integrated scRNA-seq clusters as shown in **Fig. 3a**. For each sample condition, the scRNA-seq sample was clustered individually and the cells labeled according to their integrated clusters. These clusters were then queried in the scATAC-seq cells and those with label transfer prediction scores  $> 0.3$  were labeled according to their predicted scRNA-seq cluster. The same scATAC-seq cells were finally labeled according to their integrated scATAC-seq cluster to visualize the matching cell states between the data types. For each sample condition, a matrix is shown to depict the proportion of cells from each scATAC-seq cluster in the sample condition assigned to each scRNA-seq cluster. The proportions were calculated for each scATAC-seq cluster, with the total as the number of cells from the scATAC-seq that could be confidently assigned to an scRNA-seq cluster (prediction score  $> 0.3$ ). UMAP = Uniform Manifold Approximation and Projection.

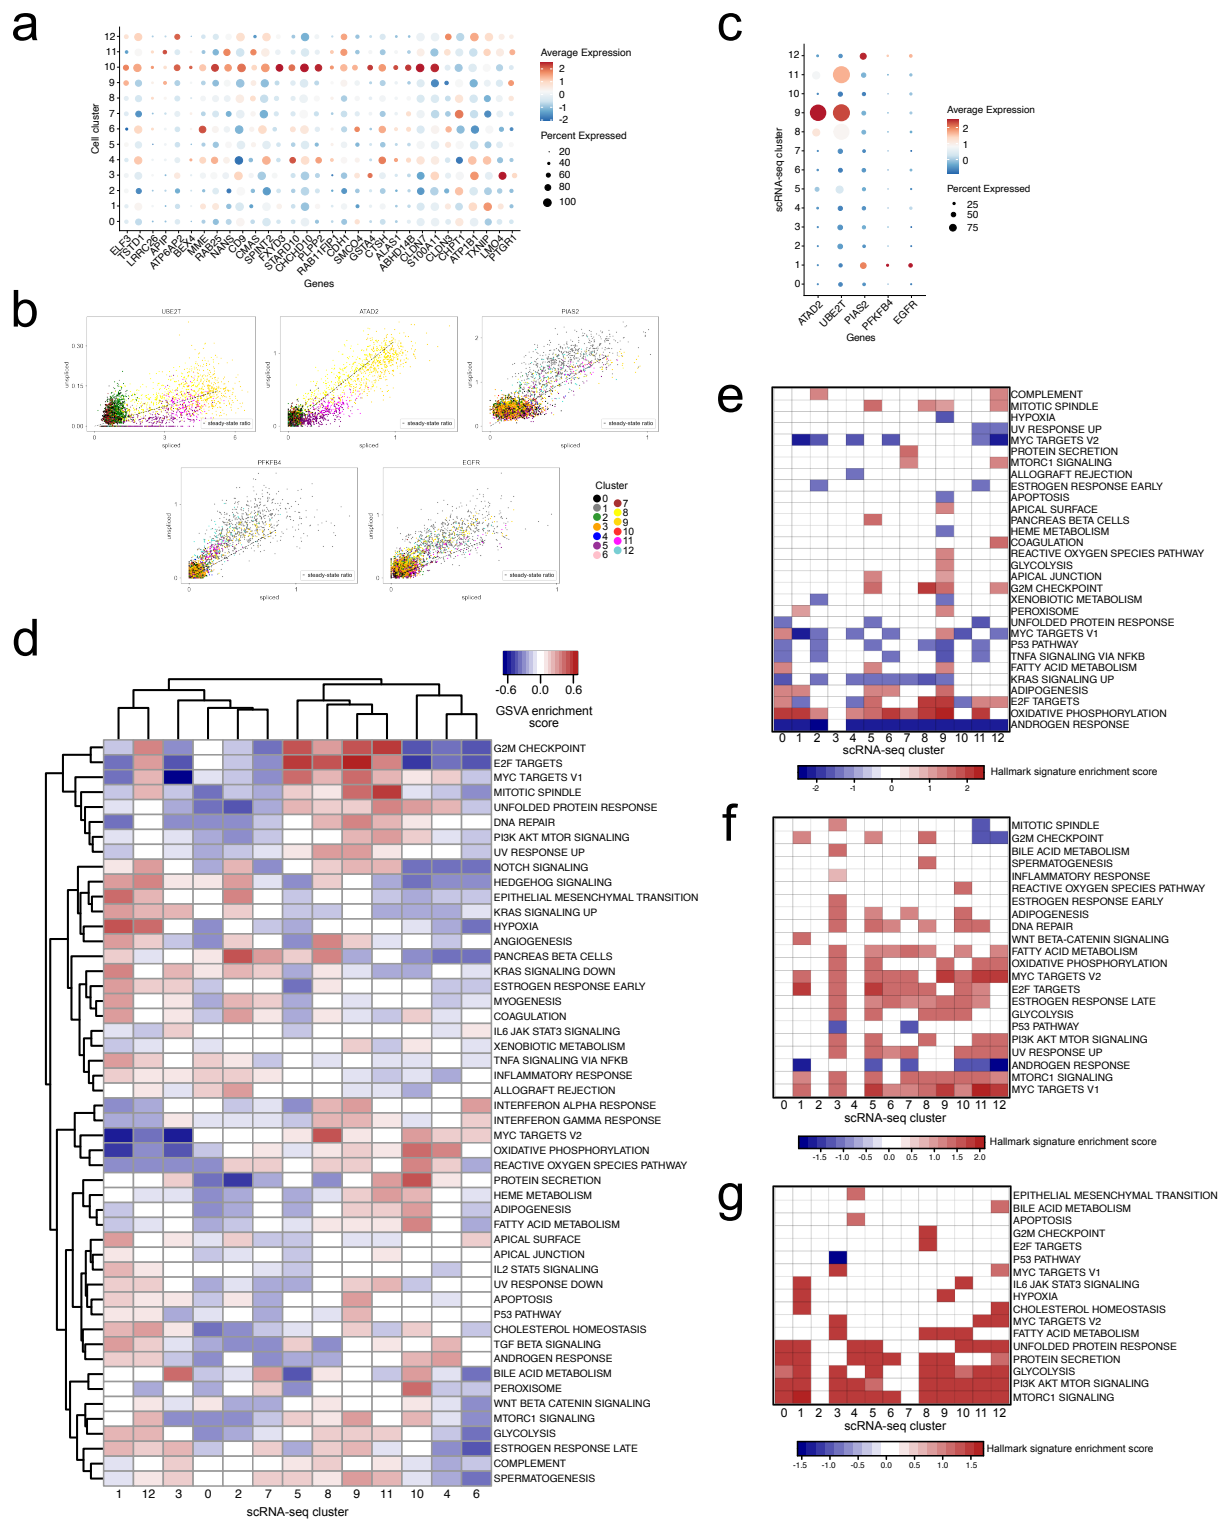

**Supplementary Fig. 4 (Relative to Figure 4).** (a) Dot plot of average gene expression of the PROGenesis signature genes in the single-cell (sc) RNA-seq clusters. The plot includes only the signature genes from Karthaus et al.<sup>1</sup> expressed by over 40% of cells in one or more clusters. (b) Examples of marker genes for RNA velocity across clusters identified from scRNA-seq for RES-A and RES-B. The abundance of spliced versus unspliced mRNA is shown for each gene in each cell, with the black dashed line indicating equal amounts of spliced and unspliced mRNA. Clusters of cells identified from scRNA-seq are shown in different colors. (c) Expression of RNA velocity marker genes in the clusters

identified from scRNA-seq shown as a dot plot. **(d)** Molecular Signatures Database (MSigDB) hallmark gene set enrichments using gene set variation analysis (GSVA) based on the average gene expression profile of each scRNA-seq cluster presented as a clustered heatmap. The heatmap colors reflect the GSVA scores of each hallmark signature in each scRNA-seq cluster. **(e-g)** Gene set enrichment analysis (GSEA) of MSigDB hallmark gene sets for scRNA-seq sample comparisons. Enrichments are shown for changes in gene expression between **(e)** LNCaP-ENZ48 and LNCaP, **(f)** RES-A and LNCaP, and **(g)** RES-B and LNCaP. The heatmap colors correspond to normalized GSEA enrichment scores with Benjamini-Hochberg adjusted p-values  $< 0.05$ . Hallmark gene sets with adjusted p-values  $> 0.05$  are shown in white.

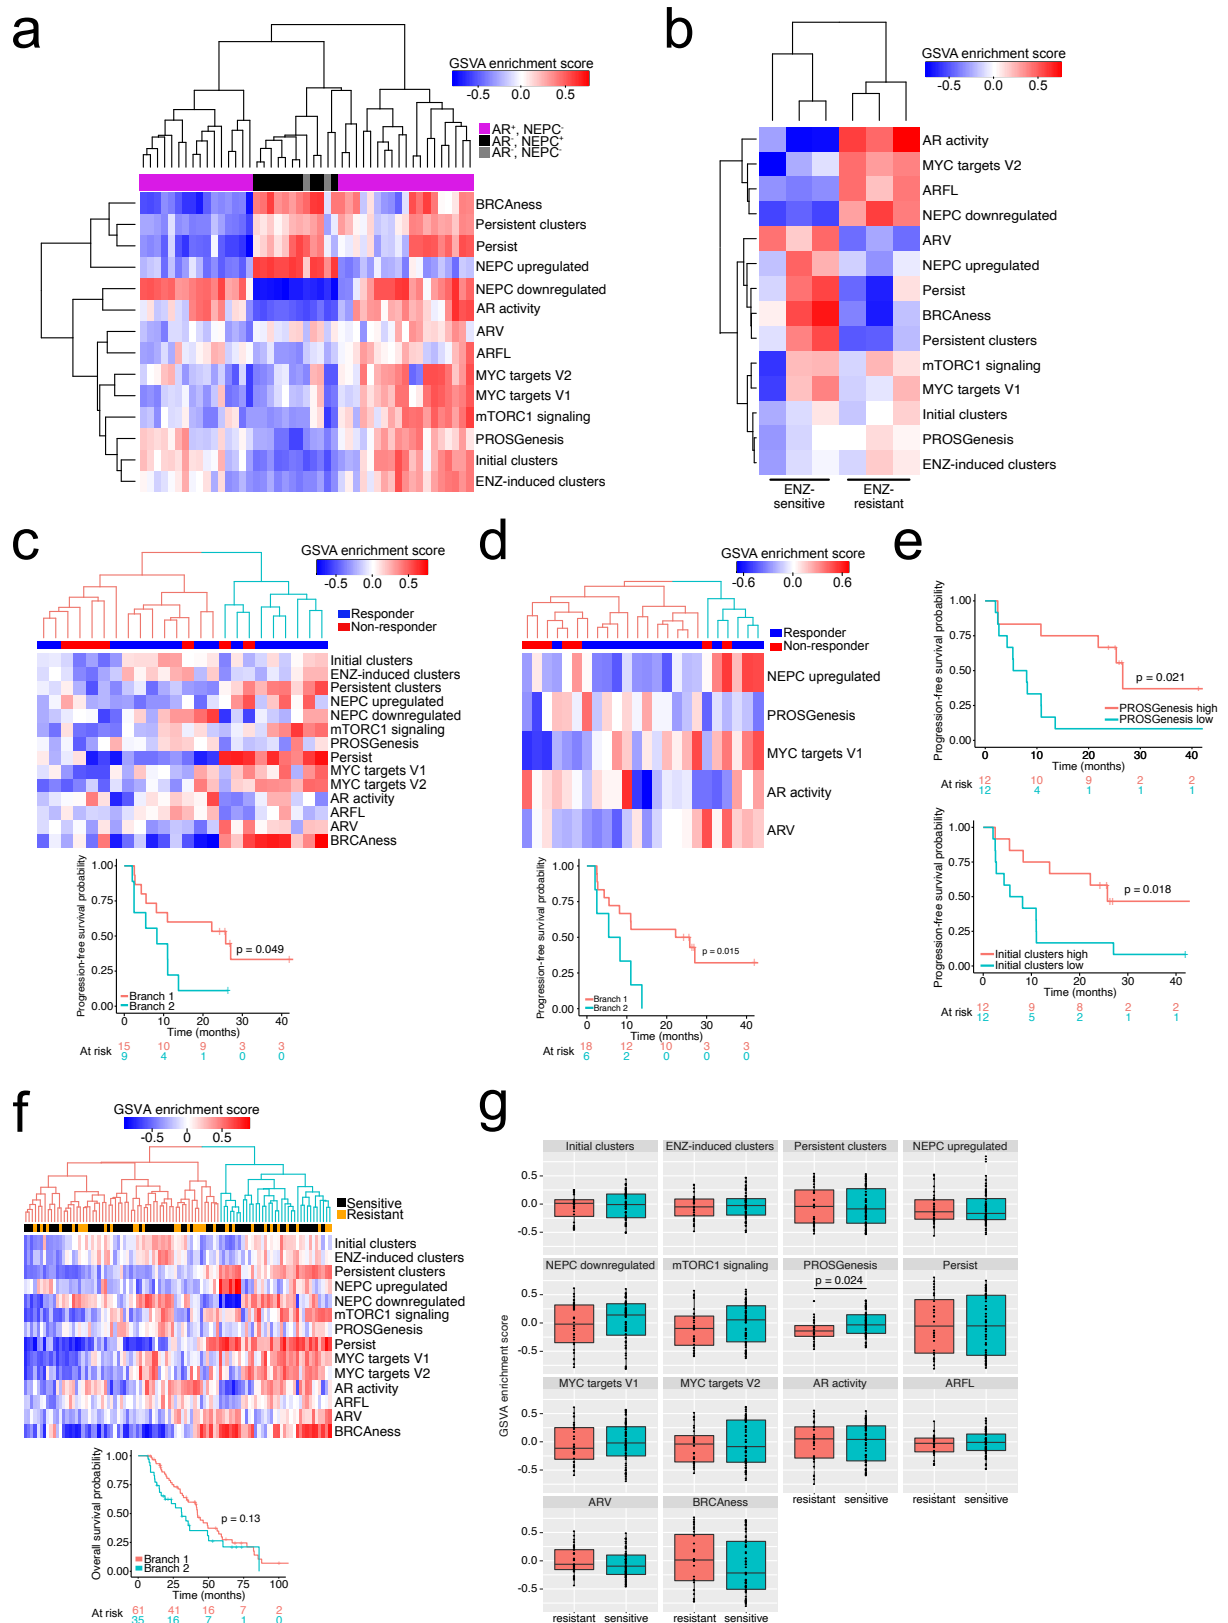

**Supplementary Fig. 5 (Relative to Figure 5).** (a) Gene set variation analysis (GSVA) enrichment score heatmap for tumors of varying AR and neuroendocrine prostate cancer (NEPC) status<sup>2,3</sup> based on the single-cell gene signatures. (b) GSVA enrichment score heatmap for enzalutamide (ENZ)-sensitive and ENZ-resistant xenografts<sup>4</sup> based on the single-cell gene signatures. (c) GSVA enrichment scores for patients from Alumkal et al.<sup>5</sup> for

all single-cell gene signatures, with hierarchical clustering of the patients into two groups based on the scores indicated in pink and cyan in the column dendrogram. The Kaplan-Meier curve shows the patients stratified into two groups determined by the clustering. The two-sided log-rank p-value is indicated above the curve. **(d)** GSVA enrichment scores for patients from Alumkal et al. for the five gene signatures selected via stepwise variable selection to form the best Cox proportional hazards model. The Kaplan-Meier curve shows the two groups of patients identified via hierarchical clustering of the GSVA scores. The two-sided log-rank p-value is indicated above the curve. **(e)** Kaplan-Meier curves for patients from Alumkal et al. stratified into two groups based on median GSVA score for the PROSGenesis and initial cluster signatures. The two-sided log-rank p-value is indicated above the curves. **(f)** Single-cell-derived gene sets cannot be used to identify patients with shorter overall survival in the SU2C West Coast Dream Team dataset from Quigley et al.<sup>6</sup> A heatmap of GSVA enrichment scores is shown for the patients from Quigley et al. Hierarchical clustering of the patients into two groups is shown by the pink and cyan colors in the column dendrogram. This patient grouping was used to stratify patients for the overall survival Kaplan-Meier curve. The two-sided log-rank p-value is indicated above the curves. **(g)** Boxplots of GSVA enrichment scores for ENZ-resistant and -sensitive patients from Quigley et al. Pink boxplots indicate the GSVA scores of ENZ-resistant samples and cyan boxplots show the GSVA scores of ENZ-sensitive samples. Differences in GSVA scores for signatures between ENZ-resistant (n=32 biologically independent samples) and ENZ-sensitive (n=64 biologically independent samples) samples were assessed using the two-sided Wilcoxon rank sum test, with the PROSGenesis signature showing a significant difference ( $p = 0.024$ ). The boxplots show the 25th percentile, median, and 75th percentile, with the whiskers indicating the minimum and maximum values within the 1.5x interquartile range.

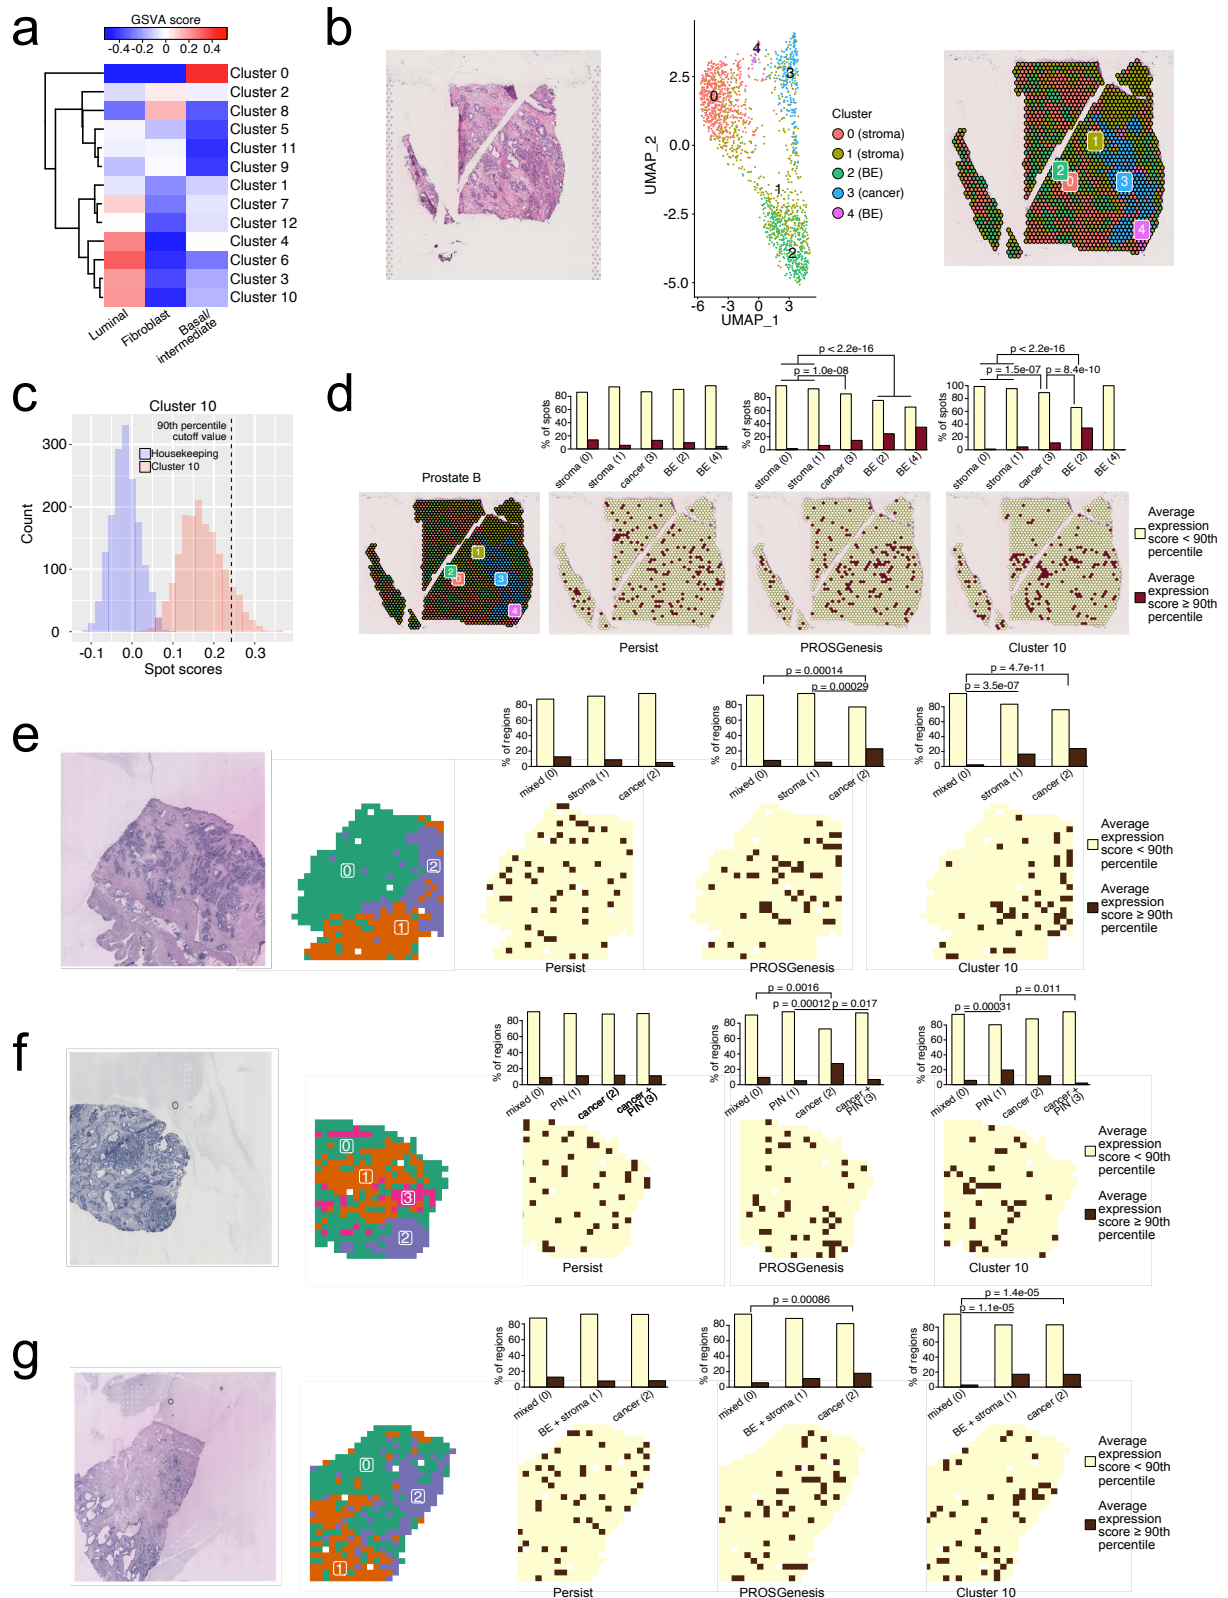

**Supplementary Fig. 6 (Relative to Figure 6).** (a) Gene set variation analysis (GSVA) enrichment scores for LNCaP single-cell RNA-seq individual cluster signatures in luminal, basal/intermediate, and fibroblast cells from Chen et al.<sup>7</sup> GSVA enrichment scores were generated from the average expression profile of each cell type. Luminal and basal/intermediate cells had higher expression of all LNCaP model-derived cell clusters

compared to fibroblasts (average score -0.07 vs -0.20,  $p = 0.047$ , two-sided t-test). Luminal cells also showed higher expression of the genes characterizing the initial scRNA-seq clusters (clusters 4, 6, and 10) than basal/intermediate cells (average score 0.23 vs -0.12,  $p = 0.020$ , two-sided t-test) and compared to fibroblasts (average score 0.23 vs -0.39,  $p = 0.00015$ , two-sided t-test). **(b-d)** Spatial transcriptomics (ST) from a prostate cancer tissue section, Prostate B. **(b)** The left panel shows the hematoxylin and eosin (H&E) staining of the tissue section. In the middle, the Uniform Manifold Approximation and Projection (UMAP) visualization shows the clusters of spots on the ST slide. Each cluster is labeled according to its histological tissue type, with clusters 0 and 1 corresponding to stroma, clusters 2 and 4 corresponding to benign epithelium (BE), and cluster 3 corresponding to the prostate adenocarcinoma. The right panel shows the UMAP clusters of spots overlaid on the H&E slide. **(c)** Sensitivity analysis of Cluster 10 gene signatures scores in ST against the score distribution of a control housekeeping gene signature (see **Methods**). **(d)** The leftmost panel shows the UMAP clusters of spots overlaid on the H&E slide. Each spot was scored according to its expression of genes in the Persist, PROSGenesis, and cluster 10 signatures. For each signature, spots scoring at or above the 90th percentile (high) are colored in red, while spots scoring below the 90th percentile (low) are colored in yellow. The barplots indicate the percentage of spots in each cluster scoring high or low for each signature. The bars are labeled with the cluster histology and the cluster number in parentheses, with BE referring to benign epithelium. Differences in proportions of high scoring spots were tested between clusters with the chi-square test. **(e-g)** ST from prostate cancer tissue sections **(e)** 3.3, **(f)** 1.2, and **(g)** 2.4 from Berglund et al.<sup>8</sup> For each section, the left panel shows the section H&E image (modified from Berglund et al.) adjacent to the UMAP clusters of spots determined from RNA data overlaid on the H&E slide. Each spot was scored according to its expression of genes in the Persist, PROSGenesis, and cluster 10 signatures. For each signature, spots scoring at or above the 90th percentile (high) are colored in brown, while spots scoring below the 90th percentile (low) are colored in yellow. The barplots indicate the percentage of spots in each cluster scoring high or low for each signature. The bars are labeled with the cluster histology and the cluster number in parentheses. In the labels, mixed refers to the cluster containing spots in both cancerous and benign regions, BE stands for benign epithelium, and PIN stands for prostatic intraepithelial neoplasia. Differences in proportions of high scoring spots between clusters were tested with the chi-square test.

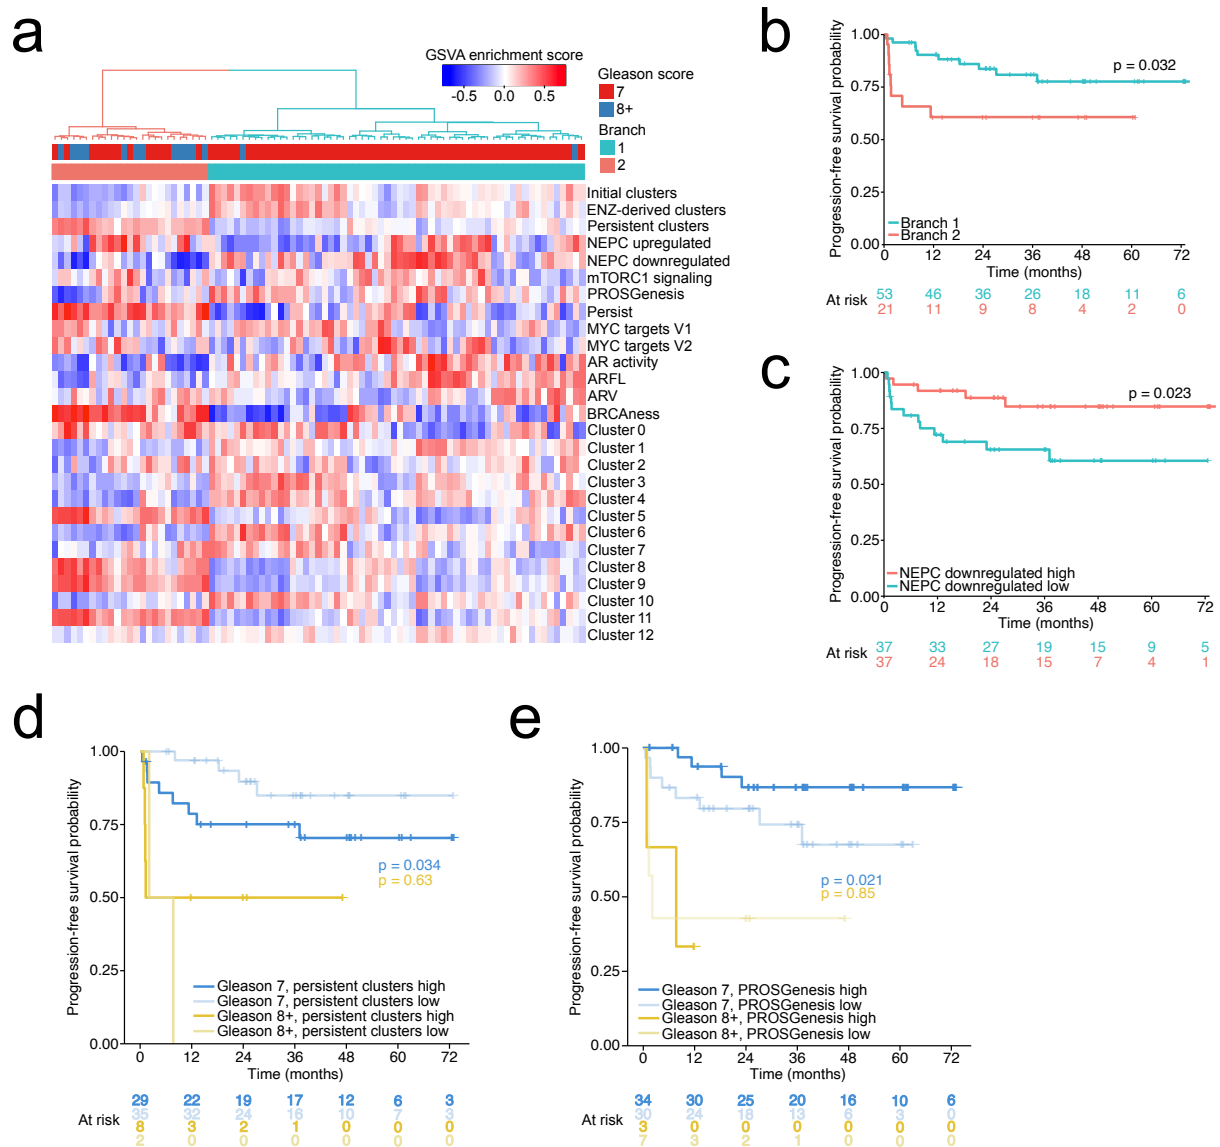

**Supplementary Fig. 7 (Relative to Figure 7).** (a) Heatmap of gene set variation analysis (GSVA) enrichment scores for all single-cell-derived gene signatures in the ICGC early onset prostate cancer (EOPC)<sup>9</sup> cohort, including the marker gene set for each single-cell RNA-seq cluster. Hierarchical clustering of the GSVA scores was used to separate the samples into two groups, labeled as Branch 1 and Branch 2. (b) Kaplan-Meier survival curve for ICGC-EOPC patients stratified into two groups as indicated in Panel a. (c) Kaplan-Meier survival curves for ICGC-EOPC patients stratified into two groups based on median GSVA score for the neuroendocrine prostate cancer (NEPC) downregulated gene signature. (d-e) Kaplan-Meier curves for ICGC-EOPC patients stratified into four groups based on Gleason score and median GSVA score for the persistent cluster signature or the PROSGenesis signature. Two-sided log-rank p-values are shown within the plots for all Kaplan-Meier survival curves.

## Supplementary Tables

**Supplementary Table 1. Details of datasets utilized in the study.** For each dataset, the table indicates the source of the data (this study or a prior work) and where the data was obtained. A dataset obtained from the authors of a publication is indicated with “Received from authors” in the Identifier column.

| Dataset                                                                                                                                        | Source                                 | Identifier                                       |
|------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------|--------------------------------------------------|
| Single-cell RNA- and ATAC-sequencing of LNCaP                                                                                                  | This study                             | GEO: GSE168669                                   |
| FAIRE-seq of LNCaP                                                                                                                             | This study                             | GEO: GSE168669                                   |
| Spatial transcriptomics data from prostate sections<br>Prostate A and Prostate B                                                               | This study                             | European Genome-Phenome Archive: EGAS00001000526 |
| Single cell RNA-sequencing of LNCaP and VCaP from group of Prof. Gerhardt Attard, UCL                                                          | This study                             | GEO: GSE168733                                   |
| RNA-sequencing of VCaP models of CRPC and resistance to AR signaling-targeted treatments from group of Prof. Teemu Murtola, Tampere University | This study                             | GEO: GSE168669                                   |
| AR and c-MYC binding sites map                                                                                                                 | Supplementary Reference <sup>10</sup>  | GEO: GSE73994                                    |
| Bulk RNA-sequencing of LNCaP samples                                                                                                           | Supplementary Reference <sup>11</sup>  | GEO: GSE130534                                   |
| Xenografts of AR-positive / NE-negative and AR-negative / NE-positive CRPC tumors                                                              | Supplementary Reference <sup>2,3</sup> | GEO: GSE124704<br>GEO: GSE126078                 |
| LNCaP xenograft model of CRPC                                                                                                                  | Supplementary Reference <sup>4</sup>   | Supplementary File 1 in publication              |

|                                                                                                   |                                                                             |                                                                                                                 |
|---------------------------------------------------------------------------------------------------|-----------------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------|
| Patient RNA-sequencing from enzalutamide responders and non-responders                            | Supplementary Reference <sup>5</sup>                                        | Received from authors                                                                                           |
| RNA-sequencing from SU2C CRPC patient samples                                                     | Supplementary Reference <sup>12</sup>                                       | Received from authors                                                                                           |
| RNA-sequencing from SU2C West Coast DT patient samples                                            | Supplementary Reference <sup>6</sup>                                        | Received from authors                                                                                           |
| Single cell RNA-sequencing of LNCaP from group of Dr. Kirsi Ketola, University of Eastern Finland | Unpublished                                                                 | Received from Ketola lab                                                                                        |
| scRNA-seq of 13 treatment-naive prostate tumor samples                                            | Supplementary Reference <sup>7</sup>                                        | GEO: GSE141445                                                                                                  |
| Spatial transcriptomics data from prostate tissue sections 1.2, 2.4, and 3.3                      | Supplementary Reference <sup>8</sup>                                        | Received from authors                                                                                           |
| TCGA-PRAD RNA-seq                                                                                 | <a href="https://portal.gdc.cancer.gov/">https://portal.gdc.cancer.gov/</a> | <a href="https://portal.gdc.cancer.gov/">https://portal.gdc.cancer.gov/</a>                                     |
| ICGC-EOPC RNA-seq                                                                                 | Supplementary Reference <sup>9</sup>                                        | Received from authors                                                                                           |
| Hallmark gene sets from the Molecular Signatures Database (MSigDB) v7.0                           | Supplementary Reference <sup>13,14</sup>                                    | <a href="http://www.gsea-msigdb.org/gsea/msigdb/index.jsp">http://www.gsea-msigdb.org/gsea/msigdb/index.jsp</a> |
| GTRD database v18.06                                                                              | Supplementary Reference <sup>15</sup>                                       | <a href="https://gtrd.biouml.org/">https://gtrd.biouml.org/</a>                                                 |
| Housekeeping and Reference Transcript Atlas v1.0                                                  | Supplementary Reference <sup>16</sup>                                       | <a href="http://www.housekeeping.unicamp.br/">http://www.housekeeping.unicamp.br/</a>                           |

**Supplementary Table 2. Details of the software and tools utilized in the study.** For each tool, its associated publications (if any) are indicated in the Source column. The Identifier column indicates the download location of the tool.

| Resource                            | Source                                   | Identifier                                                                                                                                          |
|-------------------------------------|------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell Ranger (version 3.0.2)         | Supplementary Reference <sup>17</sup>    | 10x Genomics                                                                                                                                        |
| Cell Ranger ATAC (version 1.1.0)    | Supplementary Reference <sup>18</sup>    | 10x Genomics                                                                                                                                        |
| Space Ranger (version 1.2.0)        | -                                        | 10x Genomics                                                                                                                                        |
| Seurat (version 3.2.0)              | Supplementary Reference <sup>19,20</sup> | <a href="https://cran.r-project.org/web/packages/Seurat/">https://cran.r-project.org/web/packages/Seurat/</a>                                       |
| sctransform (version 0.3.1)         | Supplementary Reference <sup>21</sup>    | <a href="https://cran.r-project.org/web/packages/sctransform/">https://cran.r-project.org/web/packages/sctransform/</a>                             |
| fastMNN / batchelor (version 1.2.4) | Supplementary Reference <sup>22</sup>    | <a href="https://bioconductor.org/packages/release/bioc/html/batchelor.html">https://bioconductor.org/packages/release/bioc/html/batchelor.html</a> |
| MAST (version 1.12.0)               | Supplementary Reference <sup>23</sup>    | <a href="https://www.bioconductor.org/packages/release/bioc/html/MAST.html">https://www.bioconductor.org/packages/release/bioc/html/MAST.html</a>   |
| GSVA (version 1.34.0)               | Supplementary Reference <sup>24</sup>    | <a href="https://bioconductor.org/packages/release/bioc/html/GSVA.html">https://bioconductor.org/packages/release/bioc/html/GSVA.html</a>           |
| fgsea (version 1.14.0)              | Supplementary Reference <sup>25</sup>    | <a href="https://bioconductor.org/packages/release/bioc/html/fgsea.html">https://bioconductor.org/packages/release/bioc/html/fgsea.html</a>         |
| scVelo (version 0.2.2)              | Supplementary Reference <sup>26</sup>    | <a href="https://pypi.org/project/scvelo/">https://pypi.org/project/scvelo/</a>                                                                     |
| cytoTRACE (version 0.3.3)           | Supplementary Reference <sup>27</sup>    | <a href="https://cytotrace.stanford.edu/">https://cytotrace.stanford.edu/</a>                                                                       |
| Signac (version 0.2.5)              | Supplementary Reference <sup>28</sup>    | <a href="https://github.com/timoast/signac">https://github.com/timoast/signac</a>                                                                   |
| harmony (version 1.0)               | Supplementary Reference <sup>29</sup>    | <a href="https://github.com/immunogenomics/harmony">https://github.com/immunogenomics/harmony</a>                                                   |

|                                             |                                       |                                                                                                                                                                                                               |
|---------------------------------------------|---------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| ggradar (version 0.2)                       | -                                     | <a href="https://github.com/ricardo-bion/ggradar">https://github.com/ricardo-bion/ggradar</a>                                                                                                                 |
| TFBSTools (version 1.26.0)                  | Supplementary Reference <sup>30</sup> | <a href="http://bioconductor.org/packages/release/bioc/html/TFBSTools.html">http://bioconductor.org/packages/release/bioc/html/TFBSTools.html</a>                                                             |
| BSgenome.Hsapiens.UCSC.hg38 (version 1.4.1) | -                                     | <a href="https://bioconductor.org/packages/release/data/annotation/html/BSgenome.Hsapiens.UCSC.hg38.html">https://bioconductor.org/packages/release/data/annotation/html/BSgenome.Hsapiens.UCSC.hg38.html</a> |
| clustree (version 0.4.3)                    | Supplementary Reference <sup>31</sup> | <a href="https://github.com/lazappi/clustree">https://github.com/lazappi/clustree</a>                                                                                                                         |
| survival (version 3.2-3)                    | Supplementary Reference <sup>32</sup> | <a href="https://cran.r-project.org/package=survival/">https://cran.r-project.org/package=survival/</a>                                                                                                       |
| survminer (version 0.4.8)                   | -                                     | <a href="https://cran.r-project.org/web/packages/survminer/">https://cran.r-project.org/web/packages/survminer/</a>                                                                                           |
| Drop-seq tools (version 2.3.0)              | Supplementary Reference <sup>33</sup> | <a href="https://github.com/broadinstitute/Drop-seq">https://github.com/broadinstitute/Drop-seq</a>                                                                                                           |
| bwa (version 0.7.8-r455)                    | Supplementary Reference <sup>34</sup> | <a href="http://bio-bwa.sourceforge.net/">http://bio-bwa.sourceforge.net/</a>                                                                                                                                 |
| Picard (versions 1.118 and 2.18.22)         | -                                     | <a href="https://broadinstitute.github.io/picard/">https://broadinstitute.github.io/picard/</a>                                                                                                               |
| MACS2 (version 2.1.0)                       | Supplementary Reference <sup>35</sup> | <a href="https://github.com/jsh58/MACS">https://github.com/jsh58/MACS</a>                                                                                                                                     |
| MSPC (version 4.0.2)                        | Supplementary Reference <sup>36</sup> | <a href="https://genometric.github.io/MSPC/">https://genometric.github.io/MSPC/</a>                                                                                                                           |
| DiffBind (version 2.14.0)                   | Supplementary Reference <sup>37</sup> | <a href="https://www.bioconductor.org/packages/release/bioc/html/DiffBind.html">https://www.bioconductor.org/packages/release/bioc/html/DiffBind.html</a>                                                     |
| featureCounts (version 1.6.2)               | Supplementary Reference <sup>38</sup> | <a href="http://subread.sourceforge.net/">http://subread.sourceforge.net/</a>                                                                                                                                 |
| STAR (versions 2.5.4b and 2.7.3a)           | Supplementary Reference <sup>39</sup> | <a href="https://github.com/alexdobin/STAR">https://github.com/alexdobin/STAR</a>                                                                                                                             |
| JASPAR2018 (version 1.1.1)                  | -                                     | <a href="https://bioconductor.org/packages/release/data/annotation/html/JASPAR2018.html">https://bioconductor.org/packages/release/data/annotation/html/JASPAR2018.html</a>                                   |
| loompy (version 3.0.0)                      | -                                     | <a href="http://loompy.org/">http://loompy.org/</a>                                                                                                                                                           |

|                                |                                       |                                                                                                                                                     |
|--------------------------------|---------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| ReactomePA<br>(version 1.30.0) | Supplementary Reference <sup>40</sup> | <a href="http://bioconductor.org/packages/release/bioc/html/ReactomePA.html">http://bioconductor.org/packages/release/bioc/html/ReactomePA.html</a> |
|--------------------------------|---------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|

### Supplementary Table 3. Assessment of label transfer prediction score thresholds.

Percentage of scATAC-seq cells in each sample label transferred to an integrated cluster from scRNA-seq with different prediction score thresholds.

|                    | % of scATAC-seq cells label transferred with threshold 0.4 | % of scATAC-seq cells label transferred with threshold 0.3 | % of scATAC-seq cells label transferred with threshold 0.2 | % of scATAC-seq cells label transferred with threshold 0.1 |
|--------------------|------------------------------------------------------------|------------------------------------------------------------|------------------------------------------------------------|------------------------------------------------------------|
| <b>LNCaP</b>       | 22.50%                                                     | 44.80%                                                     | 90.60%                                                     | 100%                                                       |
| <b>LNCaP-ENZ48</b> | 29.50%                                                     | 66.50%                                                     | 99.00%                                                     | 100%                                                       |
| <b>RES-A</b>       | 15.10%                                                     | 49.30%                                                     | 96.30%                                                     | 100%                                                       |
| <b>RES-B</b>       | 67.80%                                                     | 90.70%                                                     | 99.80%                                                     | 100%                                                       |

### Supplementary References

1. Karthaus, W. R. *et al.* Regenerative potential of prostate luminal cells revealed by single-cell analysis. *Science* **368**, 497–505 (2020).
2. Lam, H.-M. *et al.* Durable Response of Enzalutamide-resistant Prostate Cancer to Supraphysiological Testosterone Is Associated with a Multifaceted Growth Suppression and Impaired DNA Damage Response Transcriptomic Program in Patient-derived Xenografts. *Eur. Urol.* **77**, 144–155 (2020).
3. Labrecque, M. P. *et al.* Molecular profiling stratifies diverse phenotypes of treatment-refractory metastatic castration-resistant prostate cancer. *J. Clin. Invest.* **129**, 4492–4505 (2019).
4. King, C. J. *et al.* Integrative molecular network analysis identifies emergent enzalutamide resistance mechanisms in prostate cancer. *Oncotarget* **8**, 111084–111095 (2017).
5. Alumkal, J. J. *et al.* Transcriptional profiling identifies an androgen receptor activity-low, stemness program associated with enzalutamide resistance. *Proc. Natl. Acad. Sci. U. S.*

- A. **117**, 12315–12323 (2020).
6. Quigley, D. A. *et al.* Genomic Hallmarks and Structural Variation in Metastatic Prostate Cancer. *Cell* **175**, 889 (2018).
  7. Chen, S. *et al.* Single-cell analysis reveals transcriptomic remodellings in distinct cell types that contribute to human prostate cancer progression. *Nat. Cell Biol.* **23**, 87–98 (2021).
  8. Berglund, E. *et al.* Spatial maps of prostate cancer transcriptomes reveal an unexplored landscape of heterogeneity. *Nature Communications* vol. 9 (2018).
  9. Gerhauser, C. *et al.* Molecular Evolution of Early-Onset Prostate Cancer Identifies Molecular Risk Markers and Clinical Trajectories. *Cancer Cell* **34**, 996–1011.e8 (2018).
  10. Barfeld, S. J. *et al.* c-Myc Antagonises the Transcriptional Activity of the Androgen Receptor in Prostate Cancer Affecting Key Gene Networks. *EBioMedicine* **18**, 83–93 (2017).
  11. Handle, F. *et al.* Drivers of AR indifferent anti-androgen resistance in prostate cancer cells. *Sci. Rep.* **9**, 13786 (2019).
  12. Abida, W. *et al.* Genomic correlates of clinical outcome in advanced prostate cancer. *Proc. Natl. Acad. Sci. U. S. A.* **116**, 11428–11436 (2019).
  13. Subramanian, A. *et al.* Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc. Natl. Acad. Sci. U. S. A.* **102**, 15545–15550 (2005).
  14. Liberzon, A. *et al.* The Molecular Signatures Database Hallmark Gene Set Collection. *Cell Systems* vol. 1 417–425 (2015).
  15. Kolmykov, S. *et al.* GTRD: an integrated view of transcription regulation. *Nucleic Acids Res.* **49**, D104–D111 (2021).
  16. Hounkpe, B. W., Chenou, F., de Lima, F. & De Paula, E. V. HRT Atlas v1.0 database: redefining human and mouse housekeeping genes and candidate reference transcripts by mining massive RNA-seq datasets. *Nucleic Acids Res.* **49**, D947–D955 (2021).
  17. Zheng, G. X. Y. *et al.* Massively parallel digital transcriptional profiling of single cells.

- Nat. Commun.* **8**, 14049 (2017).
18. Satpathy, A. T. *et al.* Massively parallel single-cell chromatin landscapes of human immune cell development and intratumoral T cell exhaustion. *Nat. Biotechnol.* **37**, 925–936 (2019).
  19. Butler, A., Hoffman, P., Smibert, P., Papalexi, E. & Satija, R. Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat. Biotechnol.* **36**, 411–420 (2018).
  20. Stuart, T. *et al.* Comprehensive Integration of Single-Cell Data. *Cell* **177**, 1888–1902.e21 (2019).
  21. Hafemeister, C. & Satija, R. Normalization and variance stabilization of single-cell RNA-seq data using regularized negative binomial regression. *Genome Biol.* **20**, 296 (2019).
  22. Haghverdi, L., Lun, A. T. L., Morgan, M. D. & Marioni, J. C. Batch effects in single-cell RNA-sequencing data are corrected by matching mutual nearest neighbors. *Nat. Biotechnol.* **36**, 421–427 (2018).
  23. Finak, G. *et al.* MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. *Genome Biol.* **16**, 278 (2015).
  24. Hänzelmann, S., Castelo, R. & Guinney, J. GSVA: gene set variation analysis for microarray and RNA-seq data. *BMC Bioinformatics* **14**, 7 (2013).
  25. Korotkevich, G., Sukhov, V. & Sergushichev, A. Fast gene set enrichment analysis. doi:10.1101/060012.
  26. Bergen, V., Lange, M., Peidli, S., Wolf, F. A. & Theis, F. J. Generalizing RNA velocity to transient cell states through dynamical modeling. *Nat. Biotechnol.* **38**, 1408–1414 (2020).
  27. Gulati, G. S. *et al.* Single-cell transcriptional diversity is a hallmark of developmental potential. *Science* **367**, 405–411 (2020).
  28. Stuart, T., Srivastava, A., Lareau, C. & Satija, R. Multimodal single-cell chromatin analysis with Signac. *bioRxiv* (2020).

29. Korsunsky, I. *et al.* Fast, sensitive and accurate integration of single-cell data with Harmony. *Nat. Methods* **16**, 1289–1296 (2019).
30. Tan, G. & Lenhard, B. TFBSTools: an R/bioconductor package for transcription factor binding site analysis. *Bioinformatics* vol. 32 1555–1556 (2016).
31. Zappia, L. & Oshlack, A. Clustering trees: a visualization for evaluating clusterings at multiple resolutions. *GigaScience* vol. 7 (2018).
32. Therneau, T. M. & Grambsch, P. M. Modeling Survival Data: Extending the Cox Model. *Statistics for Biology and Health* (2000) doi:10.1007/978-1-4757-3294-8.
33. Macosko, E. Z. *et al.* Highly Parallel Genome-wide Expression Profiling of Individual Cells Using Nanoliter Droplets. *Cell* **161**, 1202–1214 (2015).
34. Li, H. & Durbin, R. Fast and accurate long-read alignment with Burrows-Wheeler transform. *Bioinformatics* **26**, 589–595 (2010).
35. Zhang, Y. *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* **9**, R137 (2008).
36. Jalili, V., Matteucci, M., Masseroli, M. & Morelli, M. J. Using combined evidence from replicates to evaluate ChIP-seq peaks. *Bioinformatics* vol. 34 2338–2338 (2018).
37. Stark, R., Brown, G. & Others. DiffBind: differential binding analysis of ChIP-Seq peak data. *R package version 100*, (2011).
38. Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923–930 (2014).
39. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15–21 (2013).
40. Yu, G. & He, Q.-Y. ReactomePA: an R/Bioconductor package for reactome pathway analysis and visualization. *Mol. Biosyst.* **12**, 477–479 (2016).

# Supplementary material for: Single-cell ATAC and RNA sequencing reveal pre-existing and persistent cells associated with prostate cancer relapse
**Source:** Nat Commun. 2021 Sep 6;12:5307. doi: 10.1038/s41467-021-25624-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Supplementary Data 1. Single-cell ATAC sequencing.** 1) Set of differentially accessible chromatin regions (DARs) in each scATAC-seq cluster (compared to all other clusters), referred to as marker differentially accessible regions. The regions are annotated with their nearest gene. 2-5) Set of DARs in each scATAC-seq cluster in each sample, compared to all other clusters in the sample. 6-8) Sets of DARs for each pairwise sample comparison (LNCaP-ENZ48 vs LNCaP, RES-A vs LNCaP, and RES-B vs LNCaP). The regions are annotated with their nearest gene. In the tables, the header indicates the scATAC-seq cluster, the differentially accessible region, the average log-fold change in accessibility for the cells in the cluster, the proportion of cells with accessible chromatin in the region in each sample condition or cluster, the likelihood ratio test p-value for the region, and the Bonferroni adjusted p-value for the region.

**Supplementary Data 2. Single-cell RNA sequencing.** 1) Set of genes differentially expressed by each scRNA-seq cluster (compared to all other clusters), referred to as marker differentially expressed genes. 2-4) Sets of differentially expressed genes for each pairwise sample comparison (LNCaP-ENZ48 vs LNCaP, RES-A vs LNCaP, and RES-B vs LNCaP). In each, the table header indicates the scRNA-seq cluster, the differentially expressed gene, the average log-fold change for the cells in the cluster, the proportion of cells expressing the gene in each sample condition, the MAST framework p-value for the gene, and the Bonferroni adjusted p-value for the gene.

**Supplementary Data 3. Signature gene sets derived and used in the study.** Signatures are grouped by 1) individual single-cell cluster marker gene sets, which are genes that define each single-cell RNA sequencing cluster from LNCaP; 2) combined cluster marker gene sets, which are the individual single-cell cluster marker gene sets grouped by cluster type (either initial, ENZ-induced, or persistent); and 3) gene sets representing pathways and processes, including the Persist and PROSGenesis signatures.

**Supplementary Data 4. Quality control thresholds and metrics for the scRNA-seq and scATAC-seq samples.** 1) Quality control filtering thresholds used for each scRNA-seq and scATAC-seq sample (LNCaP, LNCaP-ENZ48, RES-A, and RES-B). 2) scRNA-seq sample metrics before quality control (as reported by 10x Genomics Cell Ranger) and after quality control using the Seurat package. 3) scATAC-seq sample metrics before quality control (as reported by 10x Genomics Cell Ranger ATAC) and after quality control using the Signac package.

# Supplementary material for: Single-cell ATAC and RNA sequencing reveal pre-existing and persistent cells associated with prostate cancer relapse
**Source:** Nat Commun. 2021 Sep 6;12:5307. doi: 10.1038/s41467-021-25624-1
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No code was used for data collection.

Data analysis

The following tools and software were used to perform the analyses: 10x Genomics Cell Ranger (version 3.0.2), 10x Genomics Cell Ranger ATAC (version 1.1.0), 10x Genomics Space Ranger (version 1.2.0), Seurat R package (version 3.2.0), Signac R package (version 0.2.5), Drop-seq tools (version 2.3.0), sctransform R package (version 0.3.1), fastMNN / batchelor R package (version 1.2.4), harmony R package (version 1.0), MAST R package (version 1.12.0), GSVA R package (version 1.34.0), fgsea R package (version 1.14.0), scVelo Python package (version 0.2.2), cytoTRACE R package (version 0.3.3), ggradar R package (version 0.2), TFBSTools R package (version 1.26.0), BSgenome.Hsapiens.UCSC.hg38 R package (version 1.4.1), clustree R package (version 0.4.3), survival R package (version 3.2-3), survminer R package (version 0.4.8), bwa (version 0.7.8-r455), Picard (versions 1.118 and 2.18.22), MACS2 (version 2.1.0), MSPC (version 4.0.2), DiffBind (version 2.14.0), featureCounts (version 1.6.2), STAR (versions 2.5.4b and 2.7.3a), JASPAR2018 R package (version 1.1.1), loompy (version 3.0.0), ReactomePA R package (version 1.30.0).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The single-cell RNA, single-cell ATAC, FAIRE-seq, and RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) archive under accessions GSE168669 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168669>] and GSE168733 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168733>]. The spatial transcriptomics data are available at the European Genome-Phenome Archive (EGA) under identifier EGAS00001000526 [<https://ega-archive.org/studies/EGAS00001000526>]. Other publicly available datasets utilized but not generated in this study were: AR and c-MYC binding site maps (GEO archive: GSE73994 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73994>]), bulk RNA-sequencing of LNCaP samples analyzed using single-cell methods in this study (GEO archive: GSE130534 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130534>]), xenografts of AR-positive/NE-negative and AR-negative/NE-positive CRPC tumors (GEO archive: GSE124704 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124704>] and GSE126078 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126078>]), single-cell RNA-seq of 13 treatment-naïve prostate tumor samples (GEO archive: GSE141445 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141445>]), LNCaP xenograft models of CRPC (Supplementary File 1 in King et al., 2017 [<https://doi.org/10.18632/oncotarget.22560>]), patient RNA-sequencing from enzalutamide responders and non-responders [<https://doi.org/10.1073/pnas.1902651116>]), RNA-sequencing from SU2C CRPC patient samples [<https://doi.org/10.1073/pnas.1902651116>]), RNA-sequencing from SU2C West Coast DT patient samples [<https://doi.org/10.1016/j.cell.2018.06.039>]), spatial transcriptomics data from prostate tissue sections 1.2, 2.4, and 3.3 [<https://doi.org/10.1038/s41467-018-04724-5>], TCGA-PRAD RNA-seq [<https://portal.gdc.cancer.gov/>], and ICGC-EOPC RNA-seq [<https://doi.org/10.1016/j.ccell.2018.10.016>]. Databases utilized in the study were the Molecular Signatures Database (MSigDB) v7.0 (hallmark gene sets, <http://www.gsea-msigdb.org/gsea/msigdb/index.jsp>), the GTRD database v18.06 (<https://gtrd.biouml.org/>), and the Housekeeping and Reference Transcript Atlas v1.0 (<http://www.housekeeping.unicamp.br/>). The remaining data are available within the Article, Supplementary Information, or Source Data file. Unique biological materials are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We utilized four single-cell samples from LNCaP that were chosen to represent different time points during the development of resistance to enzalutamide in the cells. One control LNCaP sample was not treated with enzalutamide, one sample was treated with enzalutamide for 48 hours to represent short-term response to the drug, and two samples were resistant to enzalutamide. Three additional single-cell samples (LNCaP treated with enzalutamide for 168 hours, untreated VCaP, and VCaP treated with enzalutamide for 48 hours) and six LNCaP FAIRE-seq samples were used to supplement our understanding of cell states along the path to enzalutamide resistance. Five bulk RNA-seq samples from VCaP were similarly chosen to represent different states of resistance to androgens, bicalutamide, and/or enzalutamide. Single cell technology allow measurement of signal from multiple cells at the same time, and we aimed at obtaining information from similar amounts of cells per sample. Therefore, we did not calculate sample size for the single cell samples and no statistical methods were used to determine sample size. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | The LNCaP FAIRE-seq and VCaP bulk RNA-seq experiments were performed with 3 biological replicates. All attempts at replication were successful. No replicates were performed for the single-cell samples as the sequencing of each sample resulted in an expected number of cells for the 10x Genomics and Drop-seq platforms.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Randomization   | This study is not interventional and no groups were allocated, so randomization was not necessary.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | This study is not interventional and no groups were allocated, so blinding was not necessary.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involvement in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

The LNCaP and VCaP cell lines were obtained from American Type Culture Collection (ATCC; LGC Standards). The VCaP cell line (passage (p.) 15.) used for deriving drug-resistant sublines was a gift from Dr. Tapio Visakorpi, Tampere University, Finland.

Authentication

All LNCaP and VCaP cell lines were authenticated periodically (HPA cultures or Eurofins).

Mycoplasma contamination

All LNCaP and VCaP cell lines were tested monthly for mycoplasma and no mycoplasma contamination was detected.

Commonly misidentified lines  
(See [ICLAC](#) register)

None

How the deposited data were processed for this re-analysis (not part of the article)

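Bulk RNA-seq of 5 VCaP sublines, VCaP-T, VCaP-CT, VCaP-CT-ER, VCaP-CT-BR and VCaP-CT-BR-ER, was analysed, with 3 biological replicates each and 15 libraries in all. The authors aligned the reads to GRCh38 with STAR 2.5.4 and deposited the raw fragment count of each gene from featureCounts 1.6.2, run on paired reads without regard to strand on GENCODE release 28. Each library lists 58381 genes, of which 38661 had a count in at least 1 library and 19720 had none. Gene symbols came from GENCODE release 44 by Ensembl identifier, and 57754 identifiers, 98.9% of the genes with 99.84% of the counts, matched a symbol. Positions of genes are those of the counting annotation on GRCh38. The other experiments of the paper were not analysed here.

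Library totals lay between 33665716 and 46935279 counted fragments, with a mean of 39.3 M. A share of 3 counts, taken as the floor, is 6.4e-08 to 8.9e-08 of a library; intervals and floors cover counting error only, since no molecular identifiers are described. The 10 genes with the most counts held between 7.48% and 10.06% of each library, led by MT-CO1. All groups hold 3 libraries of one subline or sums of such groups. The replicate numbers of the sample labels gave the block, and nothing in the labels says whether same-numbered replicates were cultured or sequenced together. To check the pairing, the log2 CPM of each gene were centred within its subline and correlated between replicates across 12720 genes. The mean correlation over all pairs of sublines was −0.008 for the same number and 0.004 for different numbers.

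Signatures were taken from Supplementary Data 3 and matched by symbol, including older symbols. GSVA enrichment scores followed the paper's Methods (GSVA 1.34.0 there): counts were divided by the 75th percentile of each library, genes without variation were dropped, and scores were computed with Poisson kernels, a tau of 1 and the difference of the maximum deviations. The computation was written in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and checked against gseapy 1.3.1 on simulated data, where the largest difference was 0 over 2000 genes. Groups of libraries were compared by two-sided exact permutation tests of the mean score, and the 5 signatures of the claim on resistant sublines were adjusted together by the Benjamini-Hochberg method. Enzalutamide-resistant means VCaP-CT-ER and VCaP-CT-BR-ER, and antagonist-resistant means these and VCaP-CT-BR.

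Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr at a minimum count of 10 (19621 genes), TMM normalization, a term per subline over all 15 libraries, quasi-likelihood F tests and Benjamini-Hochberg adjustment, with a threshold of 0.05. The biological coefficient of variation was 0.061. Contrasts in 6 pairs were tested between sublines, together with the difference between the steps from VCaP-CT to VCaP-CT-ER and from VCaP-CT-BR to VCaP-CT-BR-ER, and the genes changed the same way in all 3 antagonist-resistant sublines. Signatures were tested on the same counts with camera of limma 3.58.1, at an inter-gene correlation of 0.01, for 9 signatures in 4 contrasts, and for 14 signatures in the difference between the steps. A fold change against libraries at or under 3 counts is given as a lower bound computed from the floor. Tested on simulated data of this size, the edgeR fit called 166 of 200 changed genes (83%) and 9 unchanged ones among 19027 genes, and 0 genes in a contrast without change. A raised signature scored 0.87 in the raised libraries and −0.34 in the others.

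Named genes followed a rule set beforehand: the NEPC genes that the paper names, with markers such as KLK3, CHGA, SYP and ENO2; for each signature of a claim, the 2 genes that rose and the 2 that fell most in the contrast of the claim, among those past the threshold with an average log2 CPM of at least 1; and for each contrast between sublines the 2 that rose and the 2 that fell most under the same conditions, without overlap between the groups. The text names fewer, mostly from the top. A gene that the rule selects, and the signatures and tests tied to it, are not reported here. Alternatives were a Gaussian kernel, TMM scaling, a 75th percentile over genes with a count, genes without a zero or with at least 10 counts in every library, protein-coding genes, reversed gene order, exact symbols and mean z-scores for the scores; DESeq2 1.42.0, other filters, 75th percentile scaling, fits of only the 2 compared sublines and a change of at least 2-fold for the counts of genes; an estimated correlation and fry for the gene set tests, both without the block; and the replicate block and each library left out in turn for the scores, the counts of genes, the named genes and camera against VCaP-T. The S and G2/M gene lists came from Seurat 5.3.0 (43 and 54 genes). Figures were drawn with matplotlib 3.10.9.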

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

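The contrasts, tests and thresholds of this and the following parts were set before the data were examined, apart from the tests that each part names at its top. Here, the test of a few genes taking most of the counts was chosen after the result was seen.

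Differential expression between the VCaP sublines, which the paper does not report, is a signal in data outside its signature scores. At an edgeR adjusted p under 0.05, 12821 genes differed between VCaP-CT and VCaP-T, 13539 between VCaP-CT-ER and VCaP-T, 13971 between VCaP-CT-BR and VCaP-T, 13774 between VCaP-CT-BR-ER and VCaP-T, 11941 between VCaP-CT-ER and VCaP-CT, and 8419 between VCaP-CT-BR-ER and VCaP-CT-BR. With the replicate block the numbers were 12727, 13509, 13934, 13705, 11861 and 8378. Each comparison sets 3 libraries against 3, which allows 10 splits. Of the 4 that part all same-numbered replicates, 1 gave as many genes, the real one, and the other 6 splits part 1 such pair each. All 9 other splits gave 0 genes in every comparison, with 216 to 1511 genes at an unadjusted p under 0.05. A share of 10 splits cannot fall under 0.1, so by this test alone the counts cannot be told apart from other groupings of the libraries. Thinning every library to the lowest total changed the counts by a ratio of at most 1.03. GC content, gene length and average expression together accounted for at most 0.106 of the variance of the log2 fold changes. All 15 libraries correlated best with a library of their own subline, so no single library looks exchanged with one of another subline. An exchange of whole sublines would not show in this test. The 10 highest genes held at most 10.06% of a library. Depth, GC content and gene length, an exchange of single libraries and a few dominant genes are therefore not borne out as explanations. A difference in treatment is a candidate explanation, but each subline is a single derivation with its own time in culture, and these cannot be told apart from treatment.

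The step to ENZ resistance differed between the VCaP-CT and the VCaP-CT-BR background, a difference between groups. The step from VCaP-CT to VCaP-CT-ER differed from that from VCaP-CT-BR to VCaP-CT-BR-ER for 9753 genes by the edgeR test of the difference itself (4804 with a higher and 4949 with a lower change in VCaP-CT-ER), and for 9659 with the replicate block. Only 1 of 100 splits of the libraries, the real one, gave as many, and the highest of the others was 7888. With every library thinned to the lowest total, 9518 genes passed the threshold. The other splits mix libraries of distinct sublines, with a median of 0 genes. This test therefore shows that the sublines differ, and says little on the difference between the steps. Culture history may contribute as well as ENZ, since each step was taken in a single derivation, and that was not tested.

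In the same difference between the steps, camera shifted the persistent, Persist and BRCAness signatures, each with a higher change in VCaP-CT-ER than in VCaP-CT-BR-ER. The persistent signature had an adjusted p of 1.98e-06 (median log2 difference 0.29, higher for 70% of 546 genes), Persist 0.00138 (0.43, 88.2% of 17 genes) and BRCAness 0.048 (0.37, 100% of 10 genes). With the replicate block the adjusted p were 1.41e-06, 0.00163 and 0.0465. With the inter-gene correlation estimated in place of 0.01, the adjusted p was 0.272 for all 3, so correlated genes within each signature may account for these shifts. After joint correction for GC content, gene length and average expression, the median difference relative to all genes was 0.236 (persistent), 0.424 (Persist) and 0.326 (BRCAness). Before correction it was 0.296, 0.44 and 0.377, so the bias does not fully explain any of them. Without the S and G2/M genes, the median difference was 0.225 for the persistent signature, and 0.138 for Persist, whose difference may therefore rest on its cell-cycle genes. The 2 steps also started from different levels. VCaP-CT-BR scored 0.404 for the persistent signature, 0.654 for Persist and 0.32 for BRCAness, against −0.540, −0.676 and −0.680 in VCaP-CT. VCaP-CT-BR-ER scored 0.476, 0.581 and 0.66 in the same order, and VCaP-CT-ER 0.187, −0.036 and 0.66. A larger step to VCaP-CT-ER is therefore not a higher end level.

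Of 14 pooled groups of libraries, none had a library far from the others.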

How the results depend on the processing

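None of the alternatives here was chosen after the result was seen. For the 9 score comparisons, 229 of 232 alternatives kept the direction and the side of the threshold, 1 was weaker, 2 were stronger and none was reversed.

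With edgeR's TMM scaling of the counts, the NEPC-downregulated difference was −0.422 (exact permutation p = 0.0396, with a range of 0.0396 to 0.33 over its alternatives), and passed the threshold. With genes that had at least 10 counts in every library, the PROSGenesis difference was 0.238 (exact permutation p = 0.107, with a range of 0.0016 to 0.107) and no longer passed. Across the scorings that each left out 1 library, the ENZ-induced difference ran from 0.137 to 0.189, and passed without VCaP-CT-BR replicate 2 (0.184, exact permutation p = 0.0406, with a range of 0.0406 to 0.336). In all 3 the cause was not tested. The other differences ran from −0.536 to −0.451 for NEPC upregulated, −0.267 to −0.186 for NEPC downregulated, 0.294 to 0.363 for PROSGenesis, 0.811 to 0.867 for the persistent, 0.994 to 1.102 for the Persist, 0.429 to 0.532 for the mTORC1 signaling, 0.734 to 0.832 for the MYC targets V1 and 0.66 to 0.761 for the MYC targets V2 signature when 1 library was left out. Reversing the order of genes can only move ties, and shows no stability.

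A minimum change of 2-fold moved all 8 counts of genes: to 4084 for VCaP-CT, 4974 for VCaP-CT-ER, 5391 for VCaP-CT-BR and 5314 for VCaP-CT-BR-ER against VCaP-T, 3442 for VCaP-CT-ER against VCaP-CT, 1565 for VCaP-CT-BR-ER against VCaP-CT-BR, 3106 for the difference between the steps under ENZ, and 2996 for genes changed the same way in all 3 antagonist-resistant sublines. With VCaP-CT as the reference the last count was 5019. The other 106 of 115 alternatives stayed within 1.5 times the count. Leaving out 1 library at a time, the counts ran from 12185 to 12522, 12977 to 13220, 13376 to 13646, 13200 to 13409, 11198 to 11665, 7361 to 7818, 9029 to 9817 and 8701 to 9192 in the order above. With DESeq2 the counts were 12388, 13140, 13579, 13364, 11511, 8130, 9391 and 8903. Of the genes called in a pair of sublines or in the difference between the steps, between 80% and 99.9% were also called under the other filters, the 75th percentile scaling, the replicate block and DESeq2. The lower counts under a fold minimum follow from the stricter call; beyond that the cause was not tested.

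Of 36 gene set tests, 20 passed with camera. An estimated inter-gene correlation gave 9, and fry gave 32; the cause was not tested. Leaving out 1 library at a time gave 20 to 23. Among 100 splits of the libraries, 13 gave 20 or more, the real one included, with a median of 14 and a highest of 26 in the others, so the count may arise from other groupings of these libraries. As the other splits mix libraries of distinct sublines, they cannot tell how many tests would pass without any difference.

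Of 1016 alternatives for the named genes, 1013 kept direction and call, and 3 were weaker: DNMT1 (log2 fold change 0.14 in both) without VCaP-T replicate 1 or 2, and CDC25B (−0.11) without VCaP-T replicate 3. Mean scores of a subline stayed within 1 SD in 854 of 1080 alternatives and moved further in 226, of which 46 changed sign. A library left out accounted for 68 of these, genes with at least 10 counts in every library for 31 and mean z-scores for 31. Depth limits what is said of CHGA, which had at most 1 count, and of genes given as lower bounds against 3 counts.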

Differences from the paper's values

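No test in this part was chosen after the result was seen. The paper's score differences were not read from printed numbers. They were computed from the pixel colours of the heatmap in Fig. 5b, taken as linear in the score along its colour bar, and are approximate. Colours stronger than the mark used to scale the bar were extrapolated, so larger differences, such as that of Persist, are uncertain. Mean z-scores are on a scale of their own, so whether they differ from the paper's GSVA scores carries no meaning. The sequencing depth is from the paper's text.

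For the NEPC-downregulated signature, the later sublines minus VCaP-T gave −0.215, against the paper's about −0.43 in Fig. 5b, estimated from its colours. Of the 25 alternatives set before the data were examined, a Gaussian kernel (−0.370), TMM scaling (−0.422) and mean z-scores (−0.473) did not differ from it, and the others did.

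For the antagonist-resistant sublines minus VCaP-T and VCaP-CT, Persist gave 1.046 against the paper's about 1.2 in Fig. 5b, estimated from its colours. Of the 26 alternatives, TMM scaling (1.133) and the 75th percentile over genes with a count (1.126) did not differ, and the others did. The mTORC1 signaling signature gave 0.498 against the paper's about 0.28 in Fig. 5b, estimated from its colours. Of 26 alternatives, a Gaussian kernel (0.279), TMM scaling (0.294), genes without a zero count, genes with at least 10 counts in every library (0.271), mean z-scores (0.185) and the comparison with VCaP-T alone (0.364) did not differ, and the others did. MYC targets V1 gave 0.764 against the paper's about 0.59 in Fig. 5b, estimated from its colours. Of 26 alternatives, a Gaussian kernel (0.569), TMM scaling (0.614), genes without a zero count, genes with at least 10 counts in every library (0.530) and protein-coding genes (0.642) did not differ, and the others did. MYC targets V2 gave 0.707 against the paper's about 0.48 in Fig. 5b, estimated from its colours. Of 26 alternatives, a Gaussian kernel (0.456), TMM scaling (0.508), genes without a zero count, genes with at least 10 counts in every library (0.482) and mean z-scores (0.535) did not differ, and the others did. Among the alternatives, TMM scaling came within the paper's reading for all 9 score comparisons.

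The paper gives 111 M paired-end reads per library, and a mean of 39.3 M fragments per library was counted on genes here (SD of replicates 3.79). These are different units taken at different steps, since a fragment is a read pair assigned to a gene, so the numbers cannot be compared directly. No alternative bears on this number.

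The paper describes the scores of both MYC target signatures as high in the resistant sublines, whereas VCaP-CT-ER had mean scores of −0.324 for V1 and −0.339 for V2. Persist and mTORC1 signaling are described in the same way. For these VCaP-CT-ER had mean scores of −0.036 and 0.017, though above those of VCaP-T and VCaP-CT. The paper describes the ENZ-induced signature as high in ENZ-resistant sublines alone. Here their difference from the others, 0.160, did not pass the threshold (exact permutation p = 0.0863), and VCaP-CT-BR, without ENZ in the paper's legend, scored 0.130, above VCaP-CT-ER (0.043) and VCaP-CT-BR-ER (0.117). Of 26 alternatives only 1, without VCaP-CT-BR replicate 2, passed (0.184, exact permutation p = 0.0406). In Fig. 5b this difference was about 0.09, estimated from its colours, and the 0.160 found here did not differ from it. For this difference it is thus the paper's wording, and not its plotted values, that the result departs from. The paper describes PROSGenesis as high in ENZ-resistant sublines, and VCaP-CT-BR-ER scored −0.112. For mTORC1 signaling, the gene set test camera found no shift of its genes against VCaP-T (adjusted p from 0.41 to 0.953), while fry called it lower in VCaP-CT (adjusted p = 1.4e-05) and higher in VCaP-CT-BR-ER (adjusted p = 0.000167).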

Other observations

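The tests of neighbouring genes against chance arrangement, and of the segment of chromosome 5 against chance arrangement and on genes left out of its choice, were chosen after the result was seen.

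The rise of the resistance signatures in the antagonist-resistant sublines was tested against cell-cycle genes. Without the S and G2/M genes, the difference in score was 0.778 for the persistent (81 of 560 genes removed, exact permutation test with adjusted p = 0.000999), 0.936 for the Persist (9 of 17, adjusted p = 0.002), 0.382 for the mTORC1 signaling (4 of 36, adjusted p = 0.00366), 0.746 for the MYC targets V1 (10 of 199, adjusted p = 0.00525) and 0.681 for the MYC targets V2 signature (3 of 58, adjusted p = 0.0102). With the replicate block the adjusted exact permutation p were 0.005, 0.01, 0.01, 0.0112 and 0.019. Each still passed, so the listed S and G2/M genes alone do not account for them. Few genes of the mTORC1 signaling and MYC target signatures are on these lists, and genes linked to proliferation but not listed stayed in, so a difference in cell cycling is not ruled out. A response to the antagonists may underlie them, but each subline is a single derivation, and culture history was not tested.

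Changes in expression followed position on the chromosomes. The rank of each gene's log2 fold change was correlated by rank with the mean rank of its neighbours 1 to 5 Mb away. Across genes, which are not independent replicates, this correlation lay between 0.291 and 0.347 in the 6 contrasts (12628 genes). It is not a correlation between pairs of genes. Of 1000 shuffles of genes, 0 gave as large a value in any contrast, and the largest shuffled correlation was 0.043. After joint correction for GC content, gene length and average expression, the lowest was 0.279. A copy-number difference between sublines is a candidate explanation. The largest stretch was at the start of chromosome 5 of GRCh38, from 92151 to 10440388, where the 40 tested genes had a median log2 fold change of 2.14 in VCaP-CT-BR-ER against VCaP-CT-BR, against −0.33 for the 590 other genes of the chromosome. None of 1000 shuffles gave a window of 40 genes as high (0 shuffles; largest shuffled median 0.36). Of the 40 genes 97.5% rose, 95% of the better expressed ones and 100% of the rest, but the window was chosen for its high median, so these shares follow from the choice. With the window chosen on every other gene of the genome, 20 genes of the same stretch were picked. All 19 genes between them that were left out of the choice rose (100%, median log2 fold change 2.19). A gain of the segment in VCaP-CT-BR-ER is a candidate explanation that this leaves open; regulation of the whole stretch was not tested against it, and DNA was not analysed. After the same correction the median was 2.07, relative to all genes. Against VCaP-T the median was 1.69 in VCaP-CT-BR-ER and −0.37 in VCaP-CT-ER.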
